# Effects of Anticancer Agent P-bi-TAT on Gene Expression Link the Integrin Thyroid Hormone Receptor to Expression of Stemness and Energy Metabolism Genes in Cancer Cells

**DOI:** 10.3390/metabo12040325

**Published:** 2022-04-04

**Authors:** Gennadi V. Glinsky, Kavitha Godugu, Thangirala Sudha, Mehdi Rajabi, Sridar V. Chittur, Aleck A. Hercbergs, Shaker A. Mousa, Paul J. Davis

**Keywords:** ATP synthase, cancer cells, mitochondria, glioblastoma, integrin αvβ3, NADH dehydrogenase, tetrac, thyroid hormones

## Abstract

Chemically modified forms of tetraiodothyroacetic acid (tetrac), an L-thyroxine derivative, have been shown to exert their anticancer activity at plasma membrane integrin αvβ3 of tumor cells. Via a specific hormone receptor on the integrin, tetrac-based therapeutic agents modulate expression of genes relevant to cancer cell proliferation, survival and energy metabolism. P-bi-TAT, a novel bivalent tetrac-containing synthetic compound has anticancer activity in vitro and in vivo against glioblastoma multiforme (GBM) and other types of human cancers. In the current study, microarray analysis was carried out on a primary culture of human GBM cells exposed to P-bi-TAT (10^−6^ tetrac equivalent) for 24 h. P-bi-TAT significantly affected expression of a large panel of genes implicated in cancer cell stemness, growth, survival and angiogenesis. Recent interest elsewhere in ATP synthase as a target in GBM cells caused us to focus attention on expression of genes involved in energy metabolism. Significantly downregulated transcripts included multiple energy-metabolism-related genes: electron transport chain genes ATP5A1 (ATP synthase 1), ATP51, ATP5G2, COX6B1 (cytochrome c oxidase subunit 6B1), NDUFA8 (NADH dehydrogenase (ubiquinone) FA8), NDUFV2I and other NDUF genes. The NDUF and ATP genes are also relevant to control of oxidative phosphorylation and transcription. Qualitatively similar actions of P-bi-TAT on expression of subsets of energy-metabolism-linked genes were also detected in established human GBM and pancreatic cancer cell lines. In conclusion, acting at αvβ3 integrin, P-bi-TAT caused downregulation in human cancer cells of expression of a large number of genes involved in electron transport and oxidative phosphorylation. These observations suggest that cell surface thyroid hormone receptors on αvβ3 regulate expression of genes relevant to tumor cell stemness and energy metabolism.

## 1. Introduction

Acting at the thyroid hormone analogue receptor on the distal aspect or head of the extracellular domain of cell membrane integrin αvβ3, L-thyroxine (T4) at physiological concentrations stimulates cancer cell and endothelial cell proliferation [1,2,3,4]. Expression of αvβ3 is generous in malignant cells and blood vessel cells but not in non-dividing normal cells; thus, T4 is minimally active in such cells. In normal, nonmalignant cells, 3,5,3′-triiodo-L-thyronine (T3) is the principal form of thyroid hormone, acting at mitochondria to regulate cellular respiration and in the nucleus via specific thyroid hormone receptors (TRs) to regulate gene expression controlling cell division and a panel of other cell functions [1].

Tetraiodothyroacetic acid (tetrac) is a naturally occurring derivative of T4 that displaces T4 from the thyroid hormone analogue receptor site on integrin αvβ3 and also initiates a number of intracellular actions via the integrin in the absence of T4 [3]. Chemically modified forms of tetrac, Nanotetrac and P-bi-TAT, are synthesized as relatively large, nano-scale size molecules that enhance tetrac activity at the integrin in terms of reduced cancer cell proliferation and induced apoptosis [2,3,4]. Known mechanisms of these anticancer actions primarily reflect changes in expression of specific genes [2,3]. P-bi-TAT [5,6,7], a first-in-class divalent tetrac-based nanopharmaceutical, has been shown to markedly inhibit growth of human GBM cells in mouse xenograft models [7] causing downregulation of expression of families of genes that are critical to cancer cell growth and survival [8]. The molecular size and structure of P-bi-TAT limit its uptake by cancer cells [7], restrict its access to cells’ interior and abrogate actions in nuclei when the residual amount of agent is internalized by cancer cells.

Shi et al. [9] recently emphasized the mitochondrion as a focus of anticancer activity in glioblastoma (GBM) cells, allografts and xenografts. They demonstrated the effectiveness of gboxin, a novel small molecule benzimiazolinium, in targeting the activity of ATP synthase in GBM mitochondria. Gboxin did not affect several normal cell models. We have shown that tetrac-containing agents have activity against a variety of cancer cells [10,11,12,13,14,15] and, specifically, that P-bi-TAT is effective against xenografts of human GBM cells [7]. The actions of P-bi-TAT are limited to cancer cells and rapidly dividing endothelial cells [3,4]. These preclinical findings have potential significant translational implications because it remains clear that more effective clinical anti-GBM therapy is urgently needed [16,17,18,19].

In the current study, we report expanded observations on mechanisms of anticancer activities of P-bi-TAT in a primary culture of human GBM cells (PC-GBM) in terms of modulation by the drug of gene expression on a genome-wide scale and with specific focus on differentially regulated genes essential to cancer cell stemness, growth, survival and mitochondrial functions. Results are aligned with biological end-points and correlate with those obtained in a well-studied human GBM cell line (U87MG) [20,21,22,23] often subjected to gene expression analysis [24,25,26] and in a pancreatic cancer (SUIT2) cell line [27].

## 2. Results

### 2.1. Mechanisms of Anticancer Activities of P-bi-TAT Revealed by Genome-Wide Expression Profiling of a Primary Culture of Human GBM Cells (PC-GBM)

Present experiments identified 5689 genes expression of which was significantly altered by P-bi-TAT (1.5-fold cutoff for both 3277 up- and 2412 downregulated transcripts). A total of 250 significantly affected pathways having from 4 to 180 affected genes were identified (Supplemental Summary S1 and S2; Supplemental Table S1; both nominal and a Benjamini Hochberg [28] False Discovery Rate corrected *p* values were estimated). Mechanistically highly relevant examples of these include the following pathways: glioblastoma signaling; brain-derived neurotrophic factor (BDNF) signaling; microRNA targeting; VEGFA-VEGFR2; MAPK; EGF-EGFR; integrin-mediated adhesion; cell cycle; mitotic G1/S and G2/M phases; TNFα; DNA damage response; hepatocyte growth factor, Vitamin D and FGF receptors; JAK/STAT; IL6; IL11; IL2; IL5; TGFβ; TP53 and cell death genes; apoptosis execution phase; multiple hormonal and developmental pathways.

Strikingly, 3403 protein-coding genes (63% of all differentially regulated genes; *p* = 1.91 × 10^−52^) affected in PC-GBM cells by P-bi-TAT treatment represent human cancer survival predictor genes (Table 1; Supplemental Summary S3; Supplemental Table S2), changes in expression of which have been associated with increased likelihood of cancer patients’ survival or death after therapy [29,30,31,32]. These observations strongly suggest that the P-bi-TAT therapy preferentially targets genomic pathways sustaining the expression of human cancer survival genes. Importantly, previous genome-wide gene expression profiling experiments conclusively demonstrated highly significant associations of increased likelihood of cancer patients’ death after therapy with acquisition by cancer cells of the stemness state [32,33,34,35].

Human cancer survival predictor genes’ expression is highly significantly associated with long-term clinical outcomes in cancer patients such as 5-year survival and cancer-specific death [31]. This highly relevant clinically category of genes was identified in a pioneering study of global gene expression patterns of all protein-coding genes in the clinical samples of 33 different human cancers from 9666 patients of The Cancer Genome Atlas (TCGA) and the gene expression patterns in 37 normal human tissues obtained from 162 healthy subjects in the Human Protein Atlas (HPA) project [31]. In total, more than 100 million Kaplan–Meier plots were generated that corresponded to all 19,571 protein-coding genes across the 17 cancer types. Ultimately, these experiments identified prognostic genes for 17 different human cancer types, and they were defined as genes for which the expression level above or below the experimentally determined cutoff in an individual patient yields a significant (*p* < 0.001) difference in a patient’s survival.

There are two categories of human cancer survival predictor genes [31]. The first category represents genes for which increased expression is significantly associated with favorable prognosis (increased likelihood of survival and decreased probability of death from cancer). The second category represents genes for which increased expression is significantly associated with unfavorable prognosis (decreased likelihood of survival and increased probability of death from cancer). Therefore, the potential therapeutic implications of effects of anticancer agents on human cancer survival genes should be evaluated in the context of established correlations of patterns of the changes in their expression with patients’ survival.

Our experiments identified gene expression signatures reflecting a transcriptional reversal of death from cancer phenotypes induced by P-bi-TAT therapy: increased expression of genes associated with favorable clinical outcomes and decreased expression of genes associated with unfavorable clinical outcomes (Supplemental Summary S3). Results of these analyses are reported in Supplemental Table S2 for the 34-gene signature of the glioma cancer survival pathway. Significantly, reported findings on significant associations of the P-bi-TAT-regulated genes with survival of cancer patients are documented for changes in expressions of protein products of these genes (Supplemental Summary S3; Supplemental Table S2). Our analyses identified the 34-gene signature focused on genes previously associated with survival of the TCGA cohort of 530 glioma patients (Supplemental Table S2). Notably, cancer patients who manifested P-bi-TAT-like expression profiles had significantly better survival outcomes (Supplemental Table S2), consistent with the expected therapeutic effects of the thyrointegrin antagonists in clinical settings.

### 2.2. Examples of Specific GBM Driver Genes Important to Regulation of Cell Division, Energy Metabolism and Signal Transductions of Cancer Survival Pathways Whose Expression Is Affected by P-bi-TAT

The majority of cancer driver genes listed in Figure 1 whose expression is downregulated by P-bi-TAT in PC-GBM cells are involved in signal transduction that is important to cancer cell energy metabolism. These genes include *AKT1* and *AKT2*, *MAP2K7* and *MLST8*. The latter is a component of the mTOR signaling system. *HRAS* codes for a regulator of cell division but is involved in signal transduction [36]. The gene product of *IDH2* is a regulator of mitochondrial energy production [37,38], and KIT (CD117) [39], EGFR [40] and CDK4 [41] have been reported to have roles in energy metabolism in addition to other critical functions. We noted that many of these genes also have relevance to regulation of the energy metabolism in cancer cells.

### 2.3. P-bi-TAT Markedly Affects the Transcriptional Architecture of the Energy-Metabolism-Sustaining Life-Support Infrastructure of Cancer Cells

These findings prompted a more detailed follow-up exploration of the P-bi-TAT effects on expression of genes implicated in regulation and execution of metabolic processes that are essential for maintenance of the energy-producing infrastructure of cancer cells. To this end, we identified genes associated with different pathways related to the energy metabolism among all significantly affected genes and examined the numbers of up- and downregulated transcripts. Intriguingly, analyses of significantly affected genes revealed that, in all instances, expression of the majority of genes implicated in various pathways related to energy metabolism is consistently downregulated following P-bi-TAT treatment (Table 2). These observations strongly argue that one of the principal molecular components of the anticancer activity of P-bi-TAT may constitute the molecular interference with the life-sustaining energy-producing infrastructure of cancer cells. Table 2 shows a summary of the P-bi-TAT-therapy-mediated interference with energy-producing, protein synthesis and essential metabolic pathways of human primary culture GBM cells.

### 2.4. Expression of ATP Synthase Genes Is Altered by Exposure of GBM Cells to P-bi-TAT

ATP synthase is a complex of protein subunits located in the inner mitochondrial membrane and is responsible for the generation of ATP from ADP and inorganic phosphate (P_i_) [42].

In PC-GBM cells, the expression of six ATP synthase genes whose products contribute subunit components to ATP synthase is significantly downregulated by exposure to P-bi-TAT (Figure 2), which is acting at the cell surface thyroid hormone receptor on integrin αvβ3. The genes affected contribute products to both principal subunits (F_1_, F_0_) of the synthase. The likely consequence of such a set of actions is disruption of ATP generation in mitochondria due to failure of ATP synthase assembly. We noted that a single ATP synthase gene (*ATP5F1*) related to proton channels was upregulated by P-bi-TAT, and the significance of this is not known.

### 2.5. Expression of NADH Dehydrogenase Genes in Response to Exposure of GBM Cells to P-bi-TAT

Conversion of ADP and Pi to high-energy ATP generates protons whose disposal requires an electrochemical gradient across the inner mitochondrial membrane. A series of protein complexes functions as the electron transport chain that couples electron transfer with proton transfer. NADH dehydrogenase is a principal constituent of the electron transport chain of the inner mitochondrial membrane and consists of a large number of subunits (Complex 1 of mitochondrial redox carriers). Figure 3 shows the changes in expression of 24 NADH dehydrogenase subunit genes to P-bi-TAT. Notably, expression of 21 of these genes was significantly downregulated by P-bi-TAT, whereas expression of 3 NADH genes was upregulated by the agent. As is the case for ATP synthase genes, the action of P-bi-TAT on expression of NADH dehydrogenase subunit genes appears primarily (21 out of 24 genes) to disrupt ATP generation in the GBM cells, since expression of 21 out of 24 significantly affected genes is downregulated.

### 2.6. Concordant Patterns of Expression Changes of Energy Metabolism Genes in Human Cancer Cell Lines in Response to P-bi-TAT

It was of interest to determine whether the expression changes of energy metabolism genes observed in the GBM cells treated with the P-bi-TAT could be detected in other human cancer cell lines. To this end, we designed an expression signature of energy metabolism genes shown in Figure 2; Figure 3 and compared changes in their expression patterns in two additional human cancer cell lines (U87MG and SUIT2) treated with P-bi-TAT (Figure 4). These analyses revealed concordant patterns of P-bi-TAT-induced expression changes of energy metabolism genes in different human cancer cell lines, displaying direct correlation of gene expression changes between the PC-GBM and SUIT2 cells (r = 0.8995, Figure 4A) and the PC-GBM and U87MGGBM cells (r = 0.953, Figure 4B). 

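U87MG is an established human glioblastoma cell line. Its RNA was hybridized to Affymetrix Clariom S arrays, which measure each gene with a set of short probes, after 24 h with 30 µM P-bi-TAT (3 arrays) or with PBS alone (3 arrays, untreated). The deposited values are log2 expression values per probe set, made by the authors with RMA in Transcriptome Analysis Console 4.0.1.36 according to the submitters' processing notes, where the methods name SST-RMA. Besides 2903 control probe sets, they cover 21448 gene probe sets, of which 17709 carry 1 gene symbol. The other 3739 carry none or several, which were not counted apart. Those with 1 symbol stand for 17687 genes, each read from its probe set with the highest mean. P-bi-TAT was compared with untreated cells by limma (lmFit and eBayes), and p-values were adjusted over all gene probe sets by the Benjamini-Hochberg method. Of the 17687 genes, 0 passed an adjusted p under 0.05 (limma, smallest adjusted p = 0.847), while 914 passed an unadjusted p under 0.05, and all of these differed by at least 1.5-fold, 34 of them higher and 880 lower after P-bi-TAT. With the one-way test that the methods name 1 gene passed after the same adjustment, and with array weights estimated by limma 7 genes did. P-bi-TAT replicate 1 stood apart from the other arrays. Its median was 3.52, against 4.73 to 4.85 in the others, it held 4527 distinct values, against 23072 to 23438, and its gene probe sets had a median log2 difference from the untreated mean of -1.17, against -0.05 and -0.04 in P-bi-TAT replicates 2 and 3. The median log2 difference over all gene probe sets was -0.43 with all 6 arrays and -0.05 without P-bi-TAT replicate 1. Leaving out that array gave 1638 genes higher and 939 lower at 1.5-fold and an unadjusted p under 0.05. P-bi-TAT replicates 2 and 3, which then form the treated group, correlated at 0.987, against 0.923 to 0.953 between untreated arrays. The treated spread in fits without replicate 1 may thus be too small and the counts too high. With all 6 arrays these counts were 675 and 552 after quantile normalization, 381 and 220 after median centring, 756 and 653 after the intensity trend of each array was removed, and 1928 and 1694 with array weights. The spike-in probe sets bioB, bioC, bioD and cre were lower in each P-bi-TAT array than in each untreated array, with a median log2 difference of -1.72. The negative control probe sets had medians of 3.67 to 3.98 in the untreated arrays and of 3.20 to 3.27 in the P-bi-TAT arrays, so the background was lower in each P-bi-TAT array. The number of arrays limits the precision. Neither the sample labels nor the text says that the replicates came from separate cultures, so the p-values measure only the spread between these samples.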

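Most of the energy metabolism genes of Fig. 2 and Fig. 3 were above the untreated mean in 2 of the P-bi-TAT arrays and below it in 1. Of the 29 genes, 26 were measured here and the others are not analysed here. Their median log2 difference from the untreated mean was 1.11 in P-bi-TAT replicate 2 and 0.97 in replicate 3, where 3 of the 26 genes were below it in each, and -1.52 in replicate 1, where 25 were below it. NDUFV1, the complex I subunit that oxidizes NADH, was at 8.57 ± 0.72 (SD, n = 3) on the log2 scale in untreated cells and at 9.70 ± 2.59 (SD, n = 3) after P-bi-TAT, a log2 difference of 1.14 with a standard error of 1.23, and of 2.63 without P-bi-TAT replicate 1. ATP5F1A (ATP5A1 in the paper), the alpha subunit of ATP synthase, had a log2 difference of 0.32 with a standard error of 1.23, and of 1.87 without that array. NDUFA8, an accessory subunit of complex I, had a log2 difference of -1.43 with a standard error of 0.52 (unadjusted p = 0.0284, adjusted p = 0.847 from limma) and of -1.23 without that array, and each P-bi-TAT array was below each untreated array for this gene (exact permutation test, two-sided p = 0.1, the smallest that 3 arrays against 3 allow). It was the only one of the 26 genes at an unadjusted p under 0.05 with all 6 arrays. By limma 0 of the 26 genes passed, over all genes or adjusted over the list alone, and without P-bi-TAT replicate 1 there were 3 higher genes when adjusted over the list alone.

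With all 6 arrays, 7 of the 26 genes had the direction that the paper reports in PC-GBM, where 22 of them are lower and 4 higher. In random lists of 26 genes matched on mean expression, a median of 18 genes had those directions, with a 95% range of 14 to 22. When P-bi-TAT replicate 1 was left out, 6 genes had the PC-GBM direction (random lists, median 9, range 5 to 14), and without P-bi-TAT replicate 2, 18 genes did. The signature had a median log2 difference of 0.28 with all 6 arrays, against a range of -0.86 to -0.18 for the random lists, and of -0.27 without P-bi-TAT replicate 2 and -0.02 without P-bi-TAT replicate 3. Across the 13 measured genes of Fig. 4B with a PC-GBM fold in the first 1999 of the 3586 lines of Table S3, the part held here, Pearson's r between the signed linear folds in U87MG and PC-GBM was -0.565 (permutation test, two-sided p = 0.0389, adjusted p = 0.0500) and Spearman's rho was -0.560 (permutation p = 0.0500, adjusted p = 0.0500). Across the 22 such genes of the whole signature, r was -0.653 (permutation p = 5.4e-04, adjusted p = 0.00108) and rho was -0.704 (permutation p = 3.6e-04, adjusted p = 0.00108). The p-values were adjusted over these 4 relations, which are across genes, and genes are not independent replicates. Leaving out P-bi-TAT replicate 1, r was 0.152 (permutation p = 0.720) over the genes of Fig. 4B and -0.282 (permutation p = 0.205) over the signature. Over the genes of Fig. 4B, r was -0.404 (permutation p = 0.156) without untreated replicate 2 and -0.356 (permutation p = 0.207) without untreated replicate 3, and with all 6 arrays it was -0.445 (permutation p = 0.106) after quantile normalization and -0.485 (permutation p = 0.0806) after the intensity trend was removed. From the correlations of Fig. 4, the paper concludes that P-bi-TAT changes energy metabolism genes in concordant patterns in different human cancer cell lines.

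**Figure D1:**
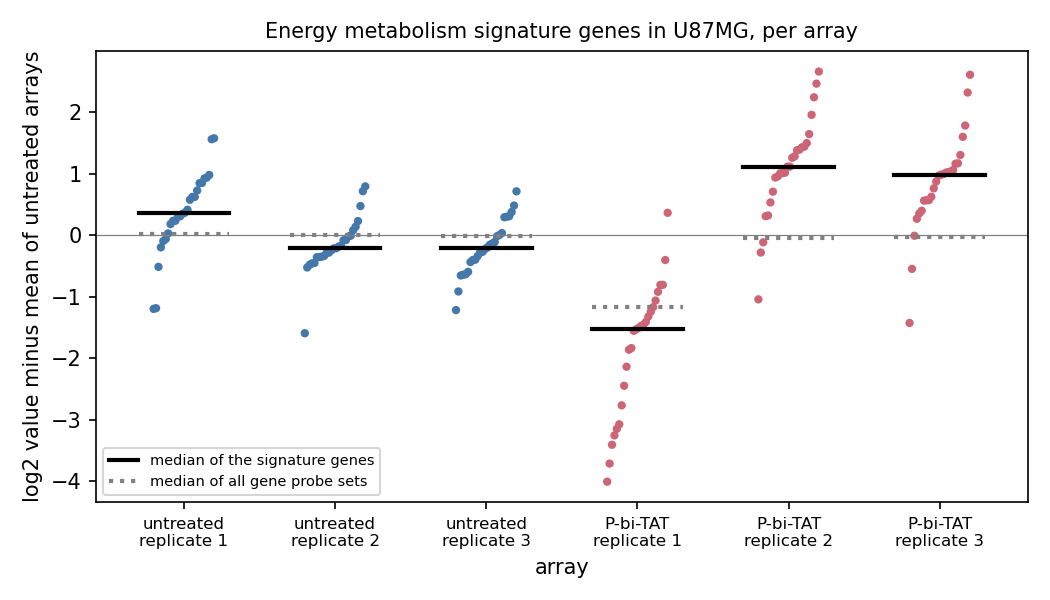
Log2 value of each measured energy metabolism gene of Fig. 2 and Fig. 3 minus its mean over the untreated U87MG arrays, for each of the 6 arrays. Each point is 1 of 26 genes, the black bar is their median and the dotted grey line is the median over all gene probe sets. The median of the genes is -1.52 in P-bi-TAT replicate 1 and 1.11 and 0.97 in P-bi-TAT replicates 2 and 3.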

Of note, the magnitude of P-bi-TAT-induced gene expression changes in established cancer cell lines cultured on plastic seems less significant than in primary GBM cells. These findings suggest that expression changes of energy metabolism genes may represent one of the common mechanisms of anticancer activities of the P-bi-TAT and other molecules representing tetrac-based therapeutics.

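With all 6 arrays, differences of group means over the energy metabolism signature were smaller in U87MG than the folds the paper reports for PC-GBM. Without P-bi-TAT replicate 1 they were of about the same size in the values as deposited, and smaller when the scaling was changed as well. ATP5MC3 (ATP5G3 in the paper), a subunit of the membrane ring of ATP synthase, had a log2 difference of -0.31 with a standard error of 0.66. The complex I subunits NDUFB3, NDUFA13 and NDUFAB1 had log2 differences of -0.15 (standard error 0.65), 0.63 (standard error 0.65) and 0.27 (standard error 0.80), and NDUFA11 one of 0.54 (standard error 1.23). Each of these genes and ATP5MC3 was below the untreated mean in P-bi-TAT replicate 1 and above it in replicates 2 and 3. In those arrays ATP5MC3 was 0.31 and 0.27 above it, and NDUFB3 0.53 and 0.56. NDUFA11 had 2.03 without P-bi-TAT replicate 1. Over the 22 measured signature genes with a fold in the held part of Table S3, the median size of the log2 difference was 0.45 in U87MG and 1.04 for the paper's PC-GBM folds. Their ratio was 0.431, and the change was smaller in U87MG for 21 of the 22 genes. In the mean of the P-bi-TAT arrays, replicate 1 offset replicates 2 and 3. The median log2 differences of the whole signature were -1.52, 1.11 and 0.97 in these arrays, so 0.45 is not the size of change within an array. When P-bi-TAT replicate 1 was left out, the U87MG median was 1.08, the ratio was 1.04 and 12 of the 22 genes had the smaller change in U87MG. Without that array the ratio was 0.730 with quantile normalization and 0.741 with the intensity trend removed, settings chosen after seeing the data. In each of them 19 of the 22 genes had the smaller change in U87MG. With all 6 arrays the ratio was 0.789 after quantile normalization. The ratio had an SD of 0.415 over the 9 pairs of a P-bi-TAT and an untreated array. The smallest size of a fold in the held part of Table S3 is 1.58, so PC-GBM folds below it are not in this comparison. The genes were chosen for their change in PC-GBM, so a smaller size in other cells could follow from that choice.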

### 2.7. Concordance of Biological Activities and Molecular Mechanisms of Actions of P-bi-TAT

Marked anticancer activity of P-bi-TAT was recently demonstrated for this novel anticancer agent in both in vitro and in vivo experiments [7]. However, mechanisms of its anticancer activity remain to be fully elucidated. Previous peer-reviewed studies from our laboratories, which were dedicated to the discovery and in-depth preclinical investigations of both endogenous and synthetic thyrointegrin αvβ3 antagonists, have demonstrated that one of the major molecular mechanisms of their nongenomic bioactivity against target cells is captured by their global multifaceted effects on gene expression [2,3,4,5,6,43,44]. This concept is best illustrated by the molecular interference model with multiple intracellular signal transduction pathways essential for growth and survival of cancer cells. The relevance of the corresponding in vitro models as molecular surrogates of the in vivo activity of thyrointegrin αvβ3 antagonists has been documented in the experiments reported in multiple peer-reviewed publications [2,3,6,43,44].

Therefore, it was logical to employ this experimental strategy with regard to the novel, more potent thyrointegrin αvβ3 antagonist P-bi-TAT in order to dissect the potential molecular mechanisms of its anticancer and anti-angiogenic activities. Results of experiments reported in this paper demonstrate that P-bi-TAT acts similarly to other thyrointegrin αvβ3 antagonists. The major biological determinants of anticancer activity of P-bi-TAT are highlighted by its anti-angiogenic, pro-apoptotic and anti-proliferative activities (Table 3; Supplemental Summary S1 and S2; Supplemental Table S1). Specifically, we observed that in both GBM and metastatic pancreatic cancer models of human malignancies, the most significantly affected pathway is the VEGFA-VEGFR2 signaling pathway (Table 3). These findings are highly consistent with the experimental observations documenting marked anti-angiogenic activity in vitro and in vivo of the P-bi-TAT and other thyrointegrin αvβ3 antagonists [2,7,43,44,45]. In addition, present observations provide additional evidence advancing further the molecular interference model of nongenomic bioactivity of the thyrointegrin αvβ3 antagonists by describing the in-depth molecular anatomy of gene expression changes affecting more than 200 signal transduction pathways that are the most significantly influenced by P-bi-TAT treatment (Table 3; Supplemental Summary S1 and S2; Supplemental Table S1).

To corroborate results of analyses of molecular mechanisms of P-bi-TAT actions, we evaluated biological effects of the P-bi-TAT on cancer cell proliferation and angiogenesis. MTT cell proliferation assay demonstrates dose- and time-dependent inhibitory effects of the P-bi-TAT on proliferation of U87-luc human glioblastoma cells (Figure 5). Using the chick chorioallantoic membrane (CAM) model [11,12], of angiogenesis in ovo, we evaluated the effects of P-bi-TAT on growth of blood vessels. These experiments documented potent inhibitory effects of the P-bi-TAT on angiogenesis (Figure 6). The potent anti-angiogenic activity of P-bi-TAT was in accord with previously reported actions of other thyrointegrin antagonists [12].

### 2.8. Naïve Pluripotency Network Genes of Human Preimplantation Embryo Comprise a Marked Majority of the P-bi-TAT Target Genes in Human GBM Cells

We noted that among significantly affected pathways of potential biological relevance, there were multiple genes and pathways associated with stemness phenotype, suggesting stem cell signal transduction pathways operating in human GBM cells may be affected by the P-bi-TAT treatment. To explore this hypothesis further, we investigated whether the P-bi-TAT treatment interferes with gene expression of the naïve pluripotency transcriptional network operating in multi-lineage markers expressing (MLME) cells of human preimplantation embryos [32,33,34,35,46,47,48,49]. Our analysis identified 3586 genes (63% of all P-bi-TAT differentially regulated genes; *p* = 0.000; two-tail Fisher’s exact test) of the naïve pluripotency network of human preimplantation embryos, expression of which is significantly affected by the P-bi-TAT treatment (Figure 7).

In total, there were 2228 upregulated and 1358 downregulated stemness network genes affected by the P-bi-TAT treatment (Figure 7; Supplemental Table S3), comprising 68% and 56% of all P-bi-TAT target genes in corresponding categories (Supplemental Table S3). Notably, highly ordered expression profiles of genes comprising naïve pluripotency transcriptional network of the MLME cells of human preimplantation embryos appear markedly distorted by the P-bi-TAT treatment (Figure 7). Collectively, these findings are consistent with the hypothesis that P-bi-TAT therapy interferes with functions of stemness signaling pathways operating in human GBM cells. Gene set enrichment analyses (GSEA) of 3586 naïve pluripotency network genes revealed significantly affected signaling pathways of potential mechanistic relevance highlighting biological functions of GBM cells that might be affected by the P-bi-TAT treatment (Supplemental Table S3). Taken together with observations reported above, these findings indicate that signal transduction pathways regulating energy metabolism and survival of human GBM cells may represent intrinsic components of stemness genomic networks operating in malignant cells.

## 3. Discussion

Preclinical development and clinical validation of novel therapeutic modalities for efficient treatment of malignant brain tumors represent one of the highly significant challenges of contemporary experimental and clinical oncology [50,51,52,53]. Experimental therapeutics of tetrac and its formulations have shown promising in vitro and in vivo activities against a broad spectrum of human malignancies, including gliomas [11,14,43,44,54]. Changes in gene expression in human cancer cells induced by the exposure to tetrac and Nanotetrac (the nanoparticulate PLGA formulation of tetrac) have been shown to occur prior to any detectable changes in either growth or viability of cancer cells, suggesting that effects on gene expression represent a key mechanistic determinant of anticancer activity of the tetrac family of therapeutics [1,2,4,43,55,56].

Recently, we reported synthesis of novel thyrointegrin receptor antagonist P-bi-TAT (Figure 8) and documented its potent anti-cancer activity in vivo in human xenograft mouse models of GBM [7]. To gain insight into mechanisms of anticancer activity of P-bi-TAT, we carried out genome-wide expression profiling analyses of primary human glioblastoma cells treated with nontoxic doses of P-bi-TAT and compared the results with those from a standard GBM cell line and a pancreatic cancer cell line treated with P-bi-TAT. Because of the recent preclinical description of the effectiveness of drug-targeting of mitochondrial ATP synthase activity in GBM cells [9], we also explored the possible activity of P-bi-TAT on expression of ATP synthase and NADH dehydrogenase (see analysis below).

Observations reported here indicate that the P-bi-TAT therapy preferentially targets genetic pathways sustaining the expression of human cancer stemness and survival genes. Among the genes showing expression both affected by P-bi-TAT treatment and significantly associated with the survival of glioma patients, we identified a 34-gene signature reflecting a transcriptional reversal of cancer cells’ survival or death from cancer phenotypes: increased expression of genes associated with favorable clinical outcomes, and decreased expression of genes associated with unfavorable clinical outcomes. P-bi-TAT administration significantly affects expression of hundreds of genes associated with many therapeutically important pathways, including key biological pathways linked to tetrac and its nanoparticle formulations. Multiple pathways were affected in GBM cells, and the targeting of these cells by tetrac-based therapeutics was previously validated using multiple independent models based on both biological and analytical assays [2,14,57].

Collectively, these results support the mechanistic model of the P-bi-TAT action being initiated at an integrin cell surface receptor to interfere with tumor cell proliferation and tumor-associated angiogenesis, as well as to disrupt functions of apoptosis resistance and DNA repair pathways. Overall, we observed the changes in gene expression in response to the P-bi-TAT treatment that are consistent with the molecular interference model. Genes that are downregulated in stem cells are upregulated following the P-bi-TAT treatment. Conversely, genes that are upregulated in stem cells manifest decreased expression after the P-bi-TAT treatment. Similar patterns were observed for gene expression signatures induced in cancer cells following exposures to various growth factors and other endogenous ligands: genes that are upregulated in cancer cells in response to growth factor exposure are downregulated following the P-bi-TAT treatment, while genes expression of which is inhibited in cancer cells in response to growth factors manifest increased expression after the P-bi-TAT treatment.

We have recently shown that P-bi-TAT significantly reduces the size of human GBM xenografts [7], with persistence of the anticancer effect after interruption of drug therapy. The drug administration protocol in the current study was designed to achieve a circulating P-bi-TAT concentration comparable to that evaluated in our 2019 study. In earlier evaluations of a pharmaceutical containing a single tetrac (nano-diamino-tetrac, Nanotetrac), rather than the two tetrac molecules of P-bi-TAT, we found actions on the expression of certain driver genes and genes linked to angiogenesis, regulation of the cell cycle, cancer cell survival pathways in breast cancer cells [2,10,43] and medullary carcinoma of the thyroid cells [10]. The results of experiments reported in the present study of P-bi-TAT are also consistent with the concept that changes in gene expression in human cancer cells represent a principal mechanistic determinant of the anticancer activity of tetrac-containing agents [10,11,12,13]. Because the access of Nanotetrac and P-bi-TAT to the nuclear compartment of cancer cells is severely restricted [1,3], these observations suggest that the principal molecular target of P-bi-TAT in the present studies is the thyroid hormone analogue receptor on integrin αvβ3.

The present study indicates that expression of a substantial number of GBM genes can be differentially regulated at the integrin αvβ3 receptor and that these genes are highly relevant to control of cancer cell respiration. Among these genes are a number that are important to electron transport in mitochondria and thus to the generation of ATP. Chemically modified tetrac can disrupt the networks of ATP synthases and NADH dehydrogenases in the inner mitochondrial membrane that are essential to cancer cell metabolism, as documented in this report. A small molecule, gboxin, which disrupts the activity of mitochondrial ATP synthase, has been shown by others to be an effective experimental anti-GBM drug [9]. It is understandable that reduction or elimination of ATP will affect viability of targeted cells. However, in the case of tetrac-containing drugs, which are capable of inducing tumor cell death by apoptosis [4,57] or by other ATP-dependent mechanisms [58], the availability of ATP may determine whether apoptosis can be induced [59,60]; the drug itself may be determining ATP availability. Studied in GBM cells in vitro, ATP-dependent apoptosis caused by tetrac-containing agents is not apparent for 2–3 days [44]. Thus, actions of drugs on ATP synthases to substantially reduce ATP production in cancer cells may not impair apoptosis induction for several days. This may become a consideration when ATP-synthase-inhibiting agents and apoptosis-inducing drugs are combined in therapy.

The modest expression of αvβ3 in normal cells means that the actions of modified tetrac molecules—such as P-bi-TAT—have little or no effect on noncancer cells, including nondividing endothelial cells. Thus it is unlikely that ATP generation in normal cells is affected by modified tetrac. We have examined the systemic effects of another tetrac formulation (Nanotetrac) in tumor-xenograft-bearing nude mice and have not found systemic effects on normal cells and tissues [10,13,44].

Another implication of the current results is that T4, the natural ligand of the thyroid hormone αvβ3 (thyrointegrin) receptor, may support metabolism in tumor cells and actively angiogenic blood vessel cells that serve tumors [4]. Thus, certain of the distinctive metabolic characteristics of cancer cells may not be intrinsic but conferred by circulating T4 at αvβ3 on the cell surface. Cellular abundance of ATP may in part be determined from the plasma membrane in tumor cells and blood vessel cells in cancers. The striking dichotomy of actions on tumor cells of the endogenous thyroid hormone analogue inventory consisting of T4/tetrac/T3 may be driven by the distinct affinities toward intracellular/nuclear (T3 >> T4 > tetrac) versus extracellular/cell membrane (tetrac > T4 >> T3) receptors [4]. Furthermore, the distinct biological effects of tetrac and T4 on cancer cells, but not on normal cells, might be a function of the accessibility of the cell surface thyroid hormone analogue receptors. In cohesive tissues of the human body, cells are tightly bound to each other and to the extracellular matrix via cadherins, integrins, tight gaps and adherent junctions. These interactions form networks of anchoring, communication and occluding junctions, which are essential for physiological functions of coherent tissues and organs but are demolished in malignant tumors. Consequently, the accessibility to cell surface receptors on normal versus malignant cells for T4 and tetrac would be substantially different: the access to receptors would be restricted on normal cells and readily available on cancer cells with diminished adhesion properties. The validity of these models and delineation of molecular distinctions among these possibilities certainly require further investigation.

## 4. Materials and Methods

### 4.1. P-bi-TAT

P-bi-TAT was synthesized in the authors’ laboratory by the method of M. Rajabi et al. [7].

### 4.2. Cells and Cell Culture Conditions; Treatment with P-bi-TAT

A primary culture of human GBM cells (PC-GBM; GBM 021,913, kindly provided by the Department of Neurosurgery, University of Pittsburgh Medical Center, Pittsburgh, PA, USA) and a human GBM cell line (U87MG, obtained from ATCC, Manassas, VA, USA) were studied. These were cultured in RPMI medium containing 10% FBS at 37 °C and 5% CO_2_/95% air. For 2 days prior to cell exposure to P-bi-TAT, cells were maintained in medium containing 0.25% FBS and then exposed to 30 µM P-bi-TAT for 24 h. Control cells were exposed to PBS, pH 7.4, for the same period of time. Additional experiments were carried out on the human pancreatic cancer (SUIT2) cell line, obtained and cultured as previously described [27].

### 4.3. Cell Proliferation Assay

Glioblastoma cells (U87-luc) were seeded in 96-well plates (0.5 million cells per well) and treated with the P-bi-TAT at five concentrations (1; 3; 10; 30; and 100 μM). At the end of the experiments (24 and 48 h), cell cultures were supplemented with MTT reagent and incubated for an additional 4 h. Then, DMSO was added to the cell culture and incubated for 10 min at room temperature to dissolve the formazan crystals. The absorbance rate of the processed cell cultures was read at 570 nm using a microplate reader. All reactions were carried out in biological triplicates. Data estimates of cell proliferation were calculated using the values of PBS-treated control cells.

### 4.4. Analysis of the P-bi-TAT Effects on Angiogenesis

Angiogenesis assay was performed using the chick chorioallantoic membrane (CAM) model of angiogenesis in ovo as previously described [11,12]. We evaluated the effects of P-bi-TAT on blood vessel formation induced by basic fibroblast growth factor (bFGF; also known as FGF2) at 1 μg/mL. In brief, neovascularization was examined in the CAM model using 10-day-old chick embryos purchased from Charles River Avian Vaccine Services (Norwich, CT, USA) and incubated at 37 °C with 55% relative humidity. A hypodermic needle was used to make a small hole in the shells at the air sacs, and a second hole was made on the broadside of the eggs, directly over an avascular portion of the embryonic membrane that was identified by candling. A false air sac was created beneath the second hole by the application of negative pressure at the first hole, causing the CAM to separate. A window of approximately 1.0 cm^2^ was cut in the shell over the dropped CAM using a small craft grinding wheel (Dermal, Division of Emerson Electric Co. Racine, WI, USA), allowing for direct access to the underlying membrane. bFGF was used as a standard proangiogenic agent. To deliver the P-bi-TAT, sterile disks of No. 1 filter paper (Whatman International, Kent, UK) were pretreated with P-biTAT, air-dried under sterile conditions and placed on the CAMs. After incubation at 37 °C with 55% relative humidity for 3 days, CAM tissues directly beneath each filter disk were resected, washed with PBS, placed in 35 mm Petri dishes (Nalge Nunc, Rochester, NY, USA) and examined under SV6 stereomicroscope (Carl Zeiss, Thornwood, NY, USA) at ×50 magnification. Digital images of CAM sections (control and exposed to the treatment) were collected using a 3-CCD color video camera system (Toshiba America, New York, NY, USA) and analyzed with Image-Pro software (Media Cybernetics, Silver Spring, MD, USA). The number of vessel branch points contained in a circular region selected to be equal to the area of each filter disk was counted. A single image was acquired for each CAM preparation, and 8 CAM preparations were processed per control and treatment conditions. Results are reported as the mean ± SD of the numbers of new branch points.

### 4.5. Microarray

Total RNA was harvested isolated using Trizol and checked for quality using a Bioanalyzer before being used for microarray analysis. RNAs were processed for hybridization into the Clariom™ S human assay platform (Affymetrix, Santa Clara, CA, USA) at the Center for Functional Genomics, University at Albany, Rensselaer, NY. Briefly, total RNA (100 ng) was processed using the WT Plus Reagent kit (Affymetrix). Sense target cDNAs were generated using the standard Affymetrix WT protocol and hybridized to Affymetrix Human Clariom S arrays. Arrays were washed, stained and scanned on a GeneChip 3000 7G scanner using Affymetrix GeneChip Command Console Software (AGCC). Transcriptome Analysis Console Software (TAC v3.0.1.5) was used to identify differentially expressed genes. The CEL files were summarized using the SST-RMA algorithm in TAC, and the normalized data were subjected to one-way ANOVA with a Benjamini Hochberg False Discovery Rate correction included (*p* < 0.05) [28]. A 1.5-fold change was used to select entities that were statistically and differentially expressed between the conditions being compared (treated and untreated). Gene set enrichment analyses (GSEA) of genes’ expression that was significantly affected by P-bi-TAT treatment identified a total of 250 significantly affected pathways having from 4 to 180 affected genes in the GBM cells and 39 significantly affected pathways having 4 to 29 genes in the SUIT2 cells (Supplementary Summary S1 and S2).

The workflow of microarray analyses was reported in previously published contributions [29,30,32,43]. Gene set enrichment analyses (GSEA) of differentially expressed genes (DEGs) were carried out using the Enrichr bioinformatics platform, which enables the interrogation of nearly 200,000 gene sets from more than 100 gene set libraries. The Enrichr API (January 2018 through June 2021 releases) [61,62,63] was used to test DEGs of interest for significant enrichment. Different sets of DEGs defined at multiple significance levels of statistical metrics and comprising from dozens to several thousand individual genetic loci were analyzed using differential GSEA to identify pathways associated with biological effects of DEGs and infer potential mechanisms of P-bi-TAT anticancer activities. Analyses of large numbers of DEGs often comprising gene expression signatures of numerous pathways represent a formidable challenge, which is often not satisfactorily addressed by automated computational approaches. To this end, the differential GSEA approach combined with genome-wide proximity placement analysis (GWPPA) was developed and successfully implemented for identification and characterization of human-specific regulatory networks governed by human-specific transcription factor-binding sites [33,34,46,64,65], more than 24,000 genes linked with hESC functional enhancer elements [47,48,49], 13,824 genes associated with 59,732 human-specific regulatory sequences [66], 8405 genes associated with 35,074 human-specific neuroregulatory single-nucleotide changes [67] and 8384 genes regulated by stem cell-associated retroviral regulatory sequences [35]. Initial GSEA entail interrogations of each specific set of DEGs (all statistically significant DEGs; upregulated DEGs; downregulated DEGs) using ~30 distinct genomics and proteomics databases, including pathway enrichment Gene Ontology (GO) analyses followed by in-depth interrogations of most informative gene subsets and the selected genomic databases deemed most statistically and biologically relevant. In all reported tables and figures related to GSEA, in addition to the nominal *p* values and adjusted *p* values (corrected for multiple hypothesis testing), the statistical metrics designated “combined scores” were calculated by the Enrichr software [61,62,63], which represent a product of the significance estimate and the magnitude of enrichment (combined score c = log(p) * z, where *p* is the Fisher’s exact test *p*-value, and z is the z-score deviation from the expected rank).

Microarray raw data were deposited in GEO under the series GSE140272 and GSE140449.

## 5. Conclusions

Reported herein observations are based on experiments employing synthetic molecules designed to act as thyrointegrin antagonists targeting thyroid hormone receptors on outer cell membranes with highly restricted access to cells’ interior. Therefore, documented molecular interference effects on signal transduction pathways sustaining cancer cells’ stemness state and energy metabolism networks are mechanistically linked with altered functions of cells’ membrane. Mechanistically, targeted engagement and retention of nano-scale drug molecules on cells’ membrane would impede the lateral mobility of macromolecules and interfere with the assembly of multimolecular complexes mediating signal transduction events into cells’ interior. The following conclusions were possible to reach using the thyrointegrin antagonists’ experimental approach:

1. Energy metabolism gene expression pathways represent an intrinsic component of stemness and cancer survival networks engaged in malignant cells;
2. 

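In U87MG cells treated with P-bi-TAT, electron transport chain genes that Table 2 lists as downregulated in PC-GBM were higher relative to other genes. The subunit lists of complexes I to IV and of ATP synthase did not pass the same test with all 6 arrays. Nor did a textbook list of stemness genes. Genes of the electron transport chain listed in Table 2 of the paper (30 measured, 17 above 0) had a median log2 difference of 0.22, against -0.43 over all genes, with camera adjusted p = 0.00111, and adjusted p = 0.959 with an estimated correlation. Without P-bi-TAT replicate 2 this list did not pass (adjusted p = 0.171) and its median was -0.26, and its median was also below 0 without untreated replicate 2 (-0.02), untreated replicate 3 (-0.09) or P-bi-TAT replicate 3 (-0.12). COX6A1, a subunit of cytochrome c oxidase, had a log2 difference of 1.01 (standard error 0.83). UQCR11, a subunit of complex III that is not in this list, had one of 0.75 (standard error 1.12). Without P-bi-TAT replicate 1 these were 1.94 and 2.10. Of the 30 electron transport chain genes, 12 were then higher and 1 lower at 1.5-fold and an unadjusted p under 0.05 from limma. With all 6 arrays 0 of them were higher and 2 lower at these limits. The list holds UQCRC1, and also NDUFA8, lower as given above. NDUFA9 and ATP5PD, lower with all 6 arrays as well, are not in it. UQCRC1, a core subunit of complex III, had -1.25 (standard error 0.50), NDUFA9 of complex I had -1.19 (standard error 0.41) and ATP5PD of ATP synthase had -1.48 (standard error 0.53). The oxidative phosphorylation genes of Table 2 (13 measured, 8 above 0) had a median of 0.30 (camera adjusted p = 0.0394, and adjusted p = 0.959 with an estimated correlation). They did not pass without untreated replicate 2 (0.238), untreated replicate 3 (0.284), P-bi-TAT replicate 2 (0.436) or P-bi-TAT replicate 3 (0.0842), or with median centring (0.0620). The 32 measured complex I subunits (13 above 0) did not pass (median log2 difference -0.27, camera adjusted p = 0.0511), nor did the 17 ATP synthase subunits (median -0.10, camera adjusted p = 0.0893), the 10 complex IV subunits (median -0.21, camera adjusted p = 0.261) or the 18 citric acid cycle genes (median -0.55, camera adjusted p = 0.406). The 8 complex III subunits (median -0.08, camera adjusted p = 0.270), the 3 of complex II (3 below 0, median -0.82, camera adjusted p = 0.704) and the 14 complex I assembly factors (12 below 0, median -0.58, camera adjusted p = 0.772) did not pass either. Complex I and ATP synthase passed without untreated replicate 1 (adjusted p = 0.0136 and 0.0217), and complex I passed with the intensity trend removed (0.0150) or quantile normalization (0.00907), where its median was 0.22 and those of ATP synthase, complex III and complex IV were 0.17, 0.47 and 0.26. With all 6 arrays 0 genes of each of these energy lists passed adjusted over the list alone. In P-bi-TAT replicate 1 most genes were low, and without it the medians were 1.00 for the electron transport chain, 0.85 for oxidative phosphorylation, 0.76 for complex I, 0.67 for ATP synthase, 0.99 for complex III, 0.95 for complex IV and 0.83 for the citric acid cycle. These 7 lists then passed camera, with adjusted p between 3.6e-07 and 0.0208, and between 0.330 and 0.392 with an estimated correlation, while complex II (median 0.07, camera adjusted p = 0.525) and the assembly factors (median 0.28, camera adjusted p = 0.156) did not. With the intensity trend removed as well, a setting chosen after seeing the data, the electron transport chain (median 0.64, camera adjusted p = 0.00312) and complex I (median 0.39, 0.0298) still passed, and oxidative phosphorylation (median 0.68, 0.0699), ATP synthase (median 0.24, 0.662), complex III (median 0.59, 0.159), complex IV (median 0.54, 0.115) and the citric acid cycle (median 0.48, 0.164) did not, and complex II and the assembly factors had medians of -0.33 and -0.00. Without P-bi-TAT replicate 1 alone, the genes that passed as higher adjusted over the list alone were 4 of the electron transport chain (NDUFV1, ATP5F1A, COX6A1 and COX7B), 3 of oxidative phosphorylation (ATP5F1A, NDUFA11 and NDUFV3), 2 of complex I (NDUFV1 and NDUFA11), 1 of ATP synthase (ATP5F1A), 3 of complex III (UQCRC2, UQCR10 and UQCR11), 2 of complex IV (COX6A1 and COX7B) and 2 of the citric acid cycle (IDH3A and MDH2), named here after their values were seen.

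Of 26 measured genes of a textbook list of glioma and pluripotency stemness genes, which is not the paper's stemness network of Table S3, 6 were above 0 and 20 below, with a median log2 difference of -0.37 and 0 genes adjusted over the list alone. Over all genes 3766 were above 0 and 13921 below, so this split is close to that of all genes. The list did not pass camera (adjusted p = 0.969). ALDH1A1, an aldehyde dehydrogenase used as a stem cell marker, had a log2 difference of -1.40 (standard error 0.47, adjusted p = 0.847 from limma). NANOG, a pluripotency transcription factor, and PROM1, which encodes the stem cell marker CD133, were at 4.33 and 4.17 in untreated cells and not above the negative control probe sets after P-bi-TAT, so no difference is given for them. Of the 26 genes, 11 were not above the negative control probe sets in untreated cells or after P-bi-TAT. With P-bi-TAT replicate 1 left out, the median of the stemness list was 0.13 (camera adjusted p = 0.964), with quantile normalization it was 0.01, and without that array and with the intensity trend removed it was 0.34.

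All 34 survival genes of Table S2 were measured, and 12 of them had the direction that the paper reports in PC-GBM. Of the 15 raised in PC-GBM 3 were above 0 in U87MG, and of the 19 lowered there 9 were below 0. With the same 6 arrays 3766 of all 17687 genes were above 0 and 13921 below, so these counts are to be read against that share. Neither set moved on balance in 1 direction by fry (adjusted p = 0.968 for both), and the lowered set was higher relative to other genes (camera adjusted p = 0.00569, and adjusted p = 0.617 with an estimated correlation). IGFBP6, which encodes a binding protein of insulin-like growth factors and is lowered in PC-GBM, had a log2 difference of 0.97 (standard error 0.80), and RRAS, a small GTPase also lowered there, had 0.90 (standard error 0.67). TSPAN4, a tetraspanin lowered there, had -1.33 (standard error 0.56), and ZNF322, a zinc finger protein raised there, had -1.56 (standard error 0.86). Without P-bi-TAT replicate 1, IGFBP6 and RRAS were at 1.61 and 1.59, and TSPAN4 and ZNF322 at -0.79 and -0.60. Of the 34 genes, 16 had the PC-GBM direction without P-bi-TAT replicate 1, when 11 of the 15 and 14 of the 19 were above 0 (fry adjusted p = 0.457 and 0.0994). Both sets were then higher relative to other genes, which for the raised set is the PC-GBM direction (camera adjusted p = 0.0471 for the raised and 0.0168 for the lowered set, and adjusted p = 0.460 and 0.267 with an estimated correlation). With quantile normalization of all arrays 7 of the 15 were above 0 and 3 of the 19 below, with medians of -0.19 and 0.51. The raised set did not pass camera then (adjusted p = 0.549). The lowered set passed as higher (camera adjusted p = 0.00294, and adjusted p = 0.0519 with an estimated correlation).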

The association between cancer cells’ stemness state, survival networks and energy metabolism pathways revealed by thyrointegrin antagonist actions was observed in primary GBM cells and appears less evident in cancer cells adapted to in vitro cell culture conditions;
3. This apparent dichotomy likely reflects different states of cancer cells’ adaptations to strikingly distinct in vivo and in vitro microenvironmental conditions favoring deployments of different energy metabolism mechanisms. Some important examples of such microenvironmental factors include availability of nutrients, degrees of oxygen accessibility and milieu acidification reaching extreme hypoxic and acidic conditions in vivo;
4. In addition to fundamental and mechanistic considerations, documented effects of P-bi-TAT on gene expression of cancer stemness, survival and energy metabolism networks highlight a powerful therapeutic interference opportunity with growth and survival of malignant cells.

## Figures and Tables

**Figure 1:**
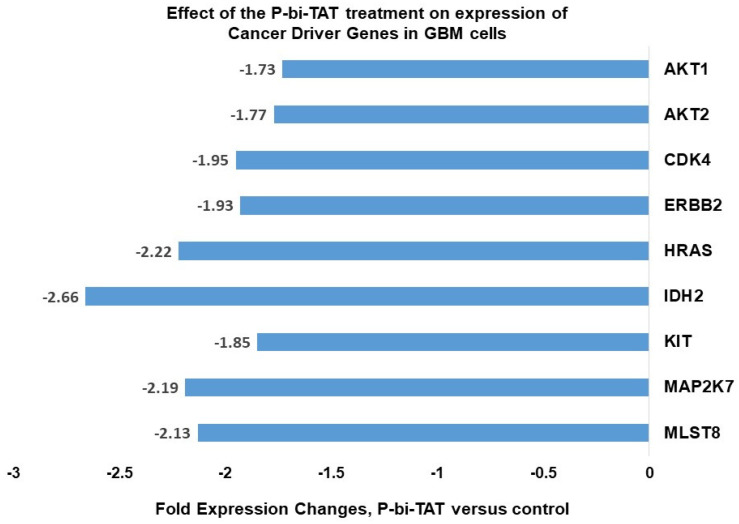
Effects of P-bi-TAT treatment on expression of selected cancer driver genes in primary GBM cells. Cancer driver genes manifesting most significant downregulation of expression in response to P-bi-TAT treatment are shown. Listed values report fold expression changes (log scale) for corresponding genes (*p* < 0.05).

**Figure 2:**
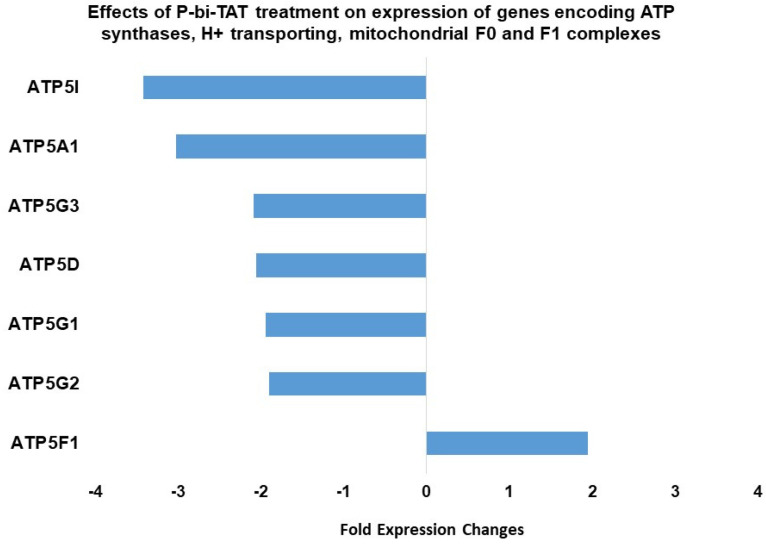
Effects of P-bi-TAT treatment on expression of genes in GBM cells encoding ATP synthases, H^+^ transporting mitochondrial F_0_ and F_1_ complexes. Listed values report fold expression changes (log scale) for corresponding genes (*p* < 0.05).

**Figure 3:**
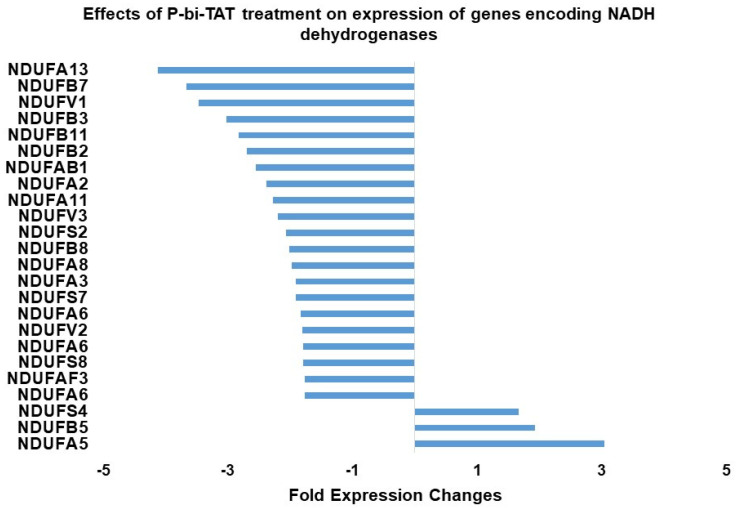
Effects of P-bi-TAT treatment on expression of genes encoding NADH dehydrogenases in primary GBM cells. Listed values report fold expression changes (log scale) for corresponding genes (*p* < 0.05). Some genes are listed several times because the expression of these genes on the array is measured by the hybridization levels of several distinct probe sets designed to capture different transcript variants of the same gene. For every significantly affected gene, all transcript variants manifesting statistically significant expression changes are reported. All listed genes manifested significant changes in expression following P-bi-TAT treatment (*p* < 0.05; see Methods).

**Figure 4:**
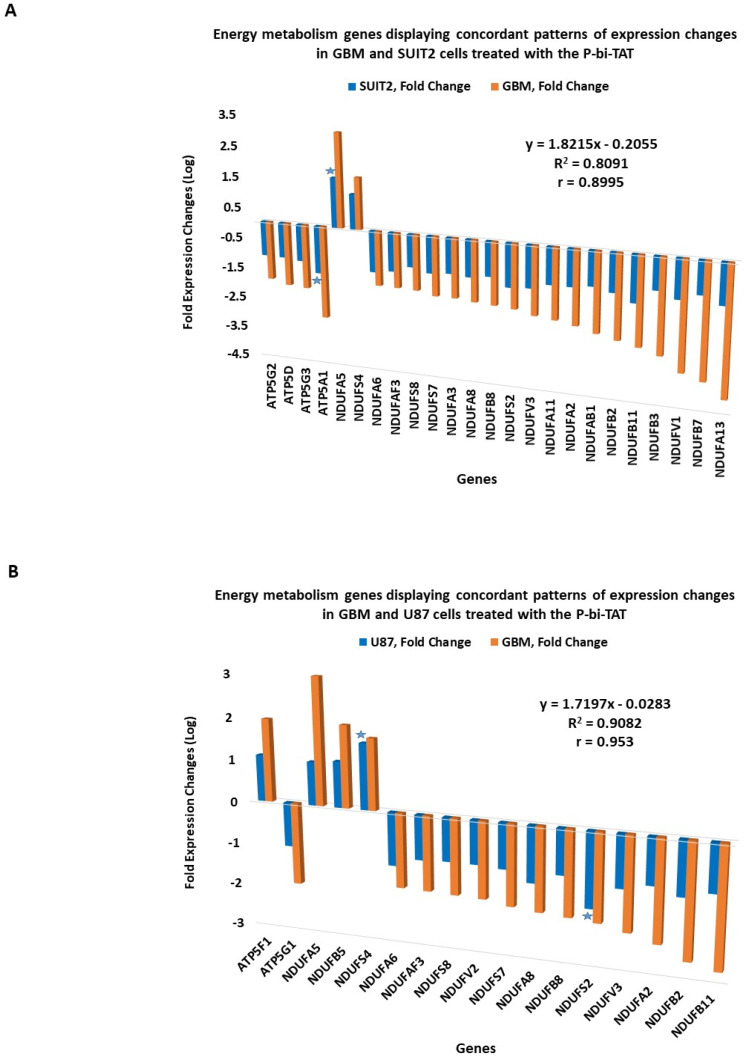
Energy metabolism genes manifesting concordant patterns of expression changes in primary culture GBM (PC-GBM) cells and established human cancer cell lines treated with the thyrointegrin inhibitor P-bi-TAT. (**A**) Pancreatic cancer SUIT2 cell line and (**B**) U87MG GBM cell line. Stars denote genes manifesting largest fold expression changes in corresponding established cancer cell lines.

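The genes of Fig. 4B encode subunits and an assembly factor of complex I and subunits of ATP synthase, and 15 of the 17 were measured in U87MG here. NDUFS4, a starred gene and a subunit of complex I, was at 7.89 ± 0.36 (SD, n = 3) in untreated cells and at 7.34 ± 2.73 (SD, n = 3) after P-bi-TAT on the log2 scale, a log2 difference of -0.55 (standard error 1.26, adjusted p = 0.934 from limma), and of 1.03 without P-bi-TAT replicate 1. The other starred gene is not analysed here. Another complex I subunit, NDUFA5, was at 9.94 ± 1.03 (SD, n = 3) in untreated cells and at 8.64 ± 2.37 (SD, n = 3) after P-bi-TAT, and had a log2 difference of 0.06 without that array. NDUFB8, NDUFA6, NDUFV3, NDUFB11, NDUFS7 and NDUFB2 had positive log2 differences, between 0.17 and 0.42. NDUFB5, the assembly factor NDUFAF3, NDUFA2, NDUFV2 and ATP5PB (ATP5F1 in the paper) had negative ones, between -0.62 and -0.42, and these 5 were above 0 without P-bi-TAT replicate 1. With quantile normalization ATP5PB and NDUFV2 were above 0 as well, at 0.14 and 0.10. ATP5MC1 (ATP5G1 in the paper) had log2 differences of -0.10 with all arrays and -0.33 without that one. In all, 6 of the 15 genes were above 0 with all 6 arrays and 13 without P-bi-TAT replicate 1, and 5 and 6 of them had the direction drawn for PC-GBM. Without P-bi-TAT replicate 2, 11 of the 15 had it. By limma 0 of the 15 genes passed, over all genes or adjusted over the list alone, with all 6 arrays and without P-bi-TAT replicate 1, where 1 and 6 genes were at an unadjusted p under 0.05.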

**Figure 5:**
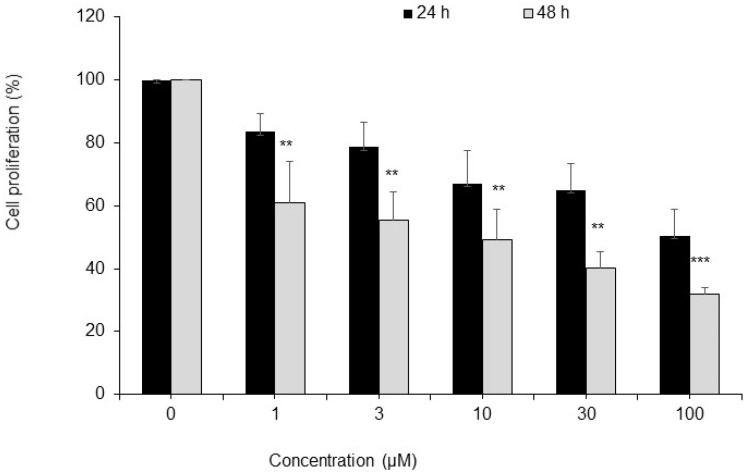
Cell proliferation assay demonstrates dose- and time-dependent inhibitory effects of the P-bi-TAT on human glioblastoma cells. U87-luc cells were incubated with P-bi-TAT at different concentrations (1, 3, 10, 30 and 100 µM) for 24 h and 48 h and were measured with MTT assay. Values are presented as mean ± SD of three independent experiments. ** *p* < 0.01, *** *p* < 0.001, compared to control (PBS).

**Figure 6:**
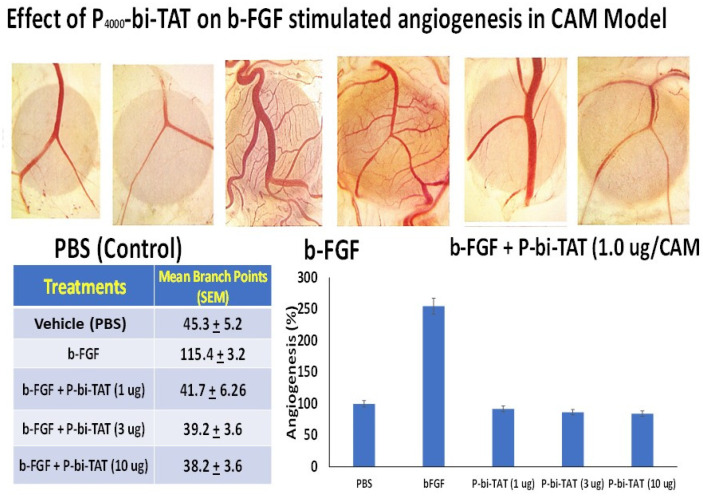
Angiogenesis assay results from chick chorioallantoic membrane (CAM) model demonstrate the inhibitory effect of P-bi-TAT on blood vessel formation induced by bFGF. Top panel of images shows representative CAM angiogenesis fields (in duplicates) of the PBS control, bFGF-induced blood vessel growth and lack of bFGF-induced blood vessel growth in the presence of P-bi-TAT. Bottom images report the inhibitory effect of the P-bi-TAT on bFGF-induced angiogenesis documented in a tabular format (Mean ± SEM) and the quantitative visualization of results as bar graphs. Pro-angiogenic bFGF concentration was 1 μg/mL in PBS.

**Figure 7:**
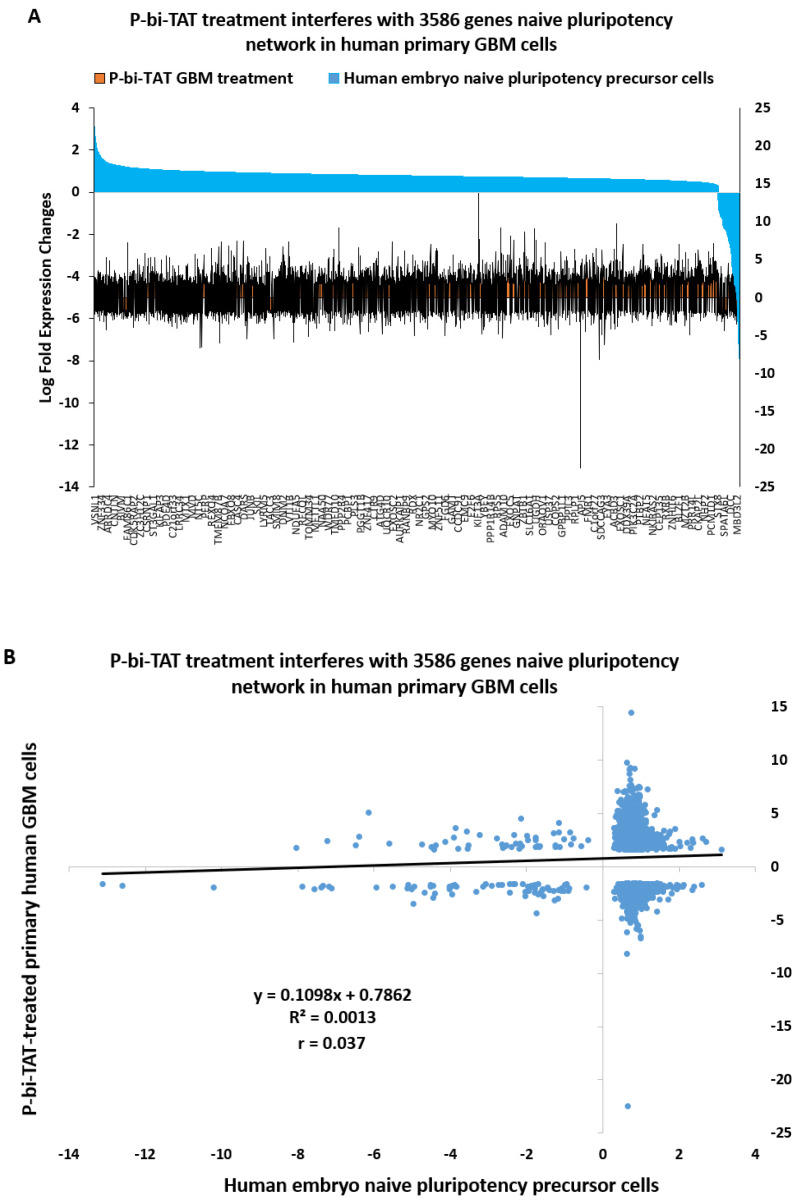
Treatment of human GBM cells with the P-bi-TAT thyrointegrin antagonist exerts disorderly effects on expression of 3586 genes of naïve pluripotency networks operating in malignant cells. The disorderly effects of the P-bi-TAT on stemness pathways’ gene expression are documented by analyses of gene expression profiles (**A**) and correlation patterns (**B**). See Text and Supplemental Table S3 for details.

**Figure 8:**
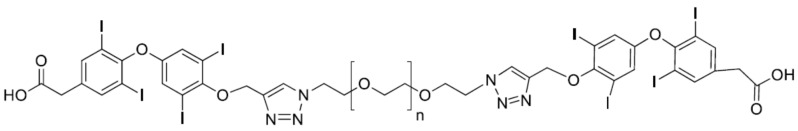
Molecular structure of the P-bi-TAT as reported in our previously published study [7]. Adopted from our previously published contribution [7]. Copyright © 2022 American Chemical Society.

**Table 1:** P-bi-TAT treatment alters expression of a large number of human cancer survival genes. *p* values were estimated using the hypergeometric distribution test.

Classification Category	Number of Differentially Regulated Genes	Number of Cancer Survival Genes	Percent of Cancer Survival Genes	*p* Value
**Pancreatic cancer (SUIT2)**	1293	860	67	1.47 × 10^−19^
**Top upregulated (*p* = 0.001)**	50	40	80	0.000124
**Top downregulated (*p* = 0.001)**	15	12	80	0.030497
**Top differentially regulated (*p* = 0.001)**	65	52	80	1.32 × 10^−5^
**Glioblastoma multiforme (GBM)**	5362	3403	63	1.91 × 10^−52^
**Top upregulated (6-fold)**	66	47	71	0.002467
**Top downregulated (2.5-fold)**	106	64	60	0.039735
**Top differentially regulated**	172	111	65	0.002074
**Consensus (SUIT2 and GBM)**	737	501	68	2.5 × 10^−14^
**Top upregulated (4.9-fold)**	68	57	84	2.91 × 10^−7^
**Top downregulated (2.5-fold)**	61	43	70	0.004617
**Top differentially regulated**	129	100	78	3.88 × 10^−8^

Legend: *p* values were estimated using the hypergeometric distribution test.

**Table 2:** Summary of the P-bi-TAT-therapy-mediated interference with energy-producing, protein synthesis and essential metabolic pathways of human primary culture glioblastoma multiforme (GBM) cells.

Classification Category	Downregulated Genes
**Electron transport chain**	*ATP5A1, ATP5I, COX6B1, ATP5G2, NDUFA8, NDUFA3, NDUFV2, NDUFA6, NDUFA2, COX5A, NDUFS7, COX6A1, COX4I1, SLC25A6, NDUFB3, ATP5G1, COX7A2, ND6, NDUFAB1, COX7B, NDUFB7, UQCRC1, COX5B, COX8A, NDUFV1, ATP5G3, SURF1, NDUFB2, NDUFS2, ATP5D, NDUFV3, NDUFA10, UCP2, NDUFS8, NDUFB8*
**Cytoplasmic ribosomal proteins**	*RPL10A, RPL8, RPL9, RPLP2, RPLP1, RPL35, RPL7A, RPL13, RPL14, RPL18A, RPL18, RPL19, RPL21, RPL27, RPL28, RPL29, RPL32, RPL39, UBA52, RPL41, RPL36A, RPS3, RPS9, RPS5, RPS15A, RPS16, RPS20, RPS14, RPS29, RPS11, RPS15, RPS7, RPS8, RPS10, RPS19, RPS26, RPS27, RPS27A, RPS28, FAU, RPLP0, RPS6KA1, RPL11, RPL10, RPL30, RPS2, RPS6KB2*
**Oxidative phosphorylation**	*ATP5A1, ATP5D, ATP5G2, ATP5G1, ATP5G3, ATP5I, NDUFA11, NDUFS7, NDUFA2, ND6, NDUFA8, NDUFS2, NDUFS8, NDUFB2, NDUFV2, NDUFV3*
**Metabolism of carbohydrates**	*SLC25A1, PCK1, SLC25A10, GALK1, GALT, PGLS, SLC37A4, AKR1B1, AKR1A1*
**Glucose metabolism**	*SLC25A1, PCK1, SLC25A10, SLC37A4*
**Fatty acyl-CoA and cholesterol biosynthesis**	*SLC25A1, PPT2, SLC27A3, FDPS, MVD, DHCR7, PMVK, FDFT1, MVK*
**Globo sphingolipid metabolism**	*ST3GAL1, ST6GALNAC4, ST6GALNAC6, ST6GAL1*
**Biogenic amine synthesis**	*DDC, ACHE, COMT*

**Table 3:** Effects of P-bi-TAT treatment on gene expression of sixteen common pathways significantly affected in both human glioblastoma multiforme (GBM) and metastatic pancreatic carcinoma (SUIT2) cells. Genes’ expression that was significantly affected by P-bi-TAT treatment was independently identified in GBM and SUIT2 cells and subjected to gene set enrichment analyses to identify significantly enriched pathways. Affected genes are listed in Supplemental Table S1.

Pathway	Cancer Model	Number of Genes	*p*-Value	Cancer Model	Number of Genes	*p*-Value
**VEGFA-VEGFR2 signaling pathway**	GBM	85	0.011056	SUIT2	29	0.00245
**Androgen receptor signaling pathway**	GBM	43	0.000046	SUIT2	13	0.00843
**Brain-derived neurotrophic factor (BDNF) signaling pathway**	GBM	54	0.020347	SUIT2	19	0.00678
**Deubiquitination**	GBM	13	0	SUIT2	4	0
**Endoderm differentiation**	GBM	53	0.025638	SUIT2	17	0.02808
**Focal adhesion**	GBM	69	0.011855	SUIT2	24	0.00308
**Gastric cancer network 2**	GBM	15	0.027934	SUIT2	7	0.00467
**Human thyroid-stimulating hormone (TSH) signaling pathway**	GBM	30	0.002383	SUIT2	10	0.01235
**IL-6 signaling pathway**	GBM	22	0.001737	SUIT2	9	0.00193
**Integrin-mediated cell adhesion**	GBM	40	0.013987	SUIT2	14	0.0085
**Interleukin-11 signaling pathway**	GBM	27	0.000004	SUIT2	8	0.00831
**MAPK signaling pathway**	GBM	16	0.002772	SUIT2	21	0.00768
**Olfactory receptor activity**	GBM	47	0	SUIT2	6	4 × 10^−6^
**Signaling of hepatocyte growth factor (HGF) receptor**	GBM	16	0.020177	SUIT2	6	0.02432
**TCF-dependent signaling in response to WNT**	GBM	14	0	SUIT2	9	0.00539
**TGF-beta signaling pathway**	GBM	61	0.000019	SUIT2	17	0.01388

## Data Availability

The microarray raw data presented in this study are openly available in GEO series, accession number: GSE140272, GSE140449.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/metabo12040325/s1, Supplementary Summary S1: P-bi-TAT effects on the genetic base of the life support infrastructure of glioblastoma multiforme, Supplementary Summary S2: P-bi-TAT effects on gene expression, Supplementary Summary S3: P-bi-TAT cancer survival pathways, Table S1: GBM and PancCa common pathways, Table S2: Thirty-four glioma survival genes, Table S3: P-bi-TAT stemness.

# Supplementary material for: Effects of Anticancer Agent P-bi-TAT on Gene Expression Link the Integrin Thyroid Hormone Receptor to Expression of Stemness and Energy Metabolism Genes in Cancer Cells
**Source:** Metabolites. 2022 Apr 4;12(4):325. doi: 10.3390/metabo12040325

P-bi-TAT destroys the
transcriptional architecture of the
life-support infrastructure
networks of cancer cells

STUDY SUMMARY

Effect of the P-bi-TAT treatment on gene expression

Cell line	Number of significantly affected genes	Up-regulated	Down-regulated	Number of significantly affected pathways	Number of affected genes in pathways
SUIT2-luc	1348	825	523	39	4 - 29
GBM 021913	5689	3277	2412	250	4 - 180

Filter criteria:

Fold change   >1.5 or < -1.5
P - Value   < 0.05

**P-bi-TAT destroys the transcriptional
architecture of the life-support
infrastructure of cancer cells**

**DECREASED EXPRESSION OF GENES
REGULATING DNA SYNTHESIS,
REPLICATION, AND CELL CYCLE
PROGRESSION**

GENES SIGNIFICANTLY DOWN-REGULATED FOLLOWING THE P-bi-TAT TREATMENT

Pyrimidine metabolism:

DTYMK,DCTPP1,NT5C,UCK2,TK1,NME1-NME2,NME1,NME2,NME6,UPP1,UCKL1,ZNRD1,POLR2G,POLR3D,POLR3H,POLR1C,POLR1D,POLR1E,POLR2C,POLR2D,POLR2E,POLR2J2,POLR2J3,POLR2L,POLR3K,POLR2I,POLD2,POLE4

Folate Metabolism:

SLC19A1,AHCY,GART,SAA4,SAA2,IL2,FLAD1

Metabolism of nucleotides:

GART,PFAS,AK2,GUK1

Nucleotide salvage:

ADK,UCKL1

Nucleobase biosynthesis:

GART,PFAS

Interconversion of nucleotide di- and triphosphates:

AK2,GUK1

Regulation of DNA replication

CDT1,MCM5,MCM2

Synthesis of DNA:

MCM5,MCM2,GIN52,FEN1

S Phase:

CKS1B,MCM5,MCM2,GIN52,FEN1,CDKN1A,CDC25A,CDCA5

Mitotic G2-G2/M phases:

PKMYT1,NUMA1,CDC25A,MYBL2,CDKN1A,FKBPL

DNA SYNTHESIS AND CELL CYCLE PROGRESSION DESTRUCTION PYRAMID

P-bi-TAT destroys the transcriptional architecture of the life-support infrastructure of cancer cells

Interference with energy-producing, protein synthesis, and essential metabolic pathways

GENES SIGNIFICANTLY DOWN-REGULATED FOLLOWING THE P-bi-TAT TREATMENT

Electron Transport Chain:

ATP5A1,ATP5I,COX6B1,ATP5G2,NDUFA8,NDUFA3,NDUFV2,NDUFA6,NDUFA2,COX5A,NDUFS7,COX6A1,COX4I1,SLC25A6,NDUFB3,ATP5G1,COX7A2,ND6,NDUFAB1,COX7B,NDUFB7,UQCRC1,COX5B,COX8A,NDUFV1,ATP5G3,SURF1,NDUFB2,NDUFS2,ATP5D,NDUFV3,NDUFA10,UCP2,NDUFS8,NDUFB8

Cytoplasmic Ribosomal Proteins:

RPL10A,RPL8,RPL9,RPLP2,RPLP1,RPL35,RPL7A,RPL13,RPL14,RPL18A,RPL18,RPL19,RPL21,RPL27,RPL28,RPL29,RPL32,RPL39,UBA52,RPL41,RPL36A,RPS3,RPS9,RPS5,RPS15A,RPS16,RPS20,RPS14,RPS29,RPS11,RPS15,RPS7,RPS8,RPS10,RPS19,RPS26,RPS27,RPS27A,RPS28,FAU,RPLP0,RPS6KA1,RPL11,RPL10,RPL30,RPS2,RPS6KB2

Oxidative phosphorylation:

ATP5A1,ATP5D,ATP5G2,ATP5G1,ATP5G3,ATP5I,NDUFA11,NDUFS7,NDUFA2,ND6,NDUFA8,NDUFS2,NDUFS8,NDUFB2,NDUFV2,NDUFV3

Metabolism of carbohydrates:

SLC25A1,PCK1,SLC25A10,GALK1,GALT,PGLS,SLC37A4,AKR1B1,AKR1A1

Glucose metabolism:

SLC25A1,PCK1,SLC25A10,SLC37A4

Fatty acyl-CoA and cholesterol biosynthesis:

SLC25A1,PPT2,SLC27A3;
FDPS,MVD,DHCR7,PMVK,FDFT1,MVK

Globo Sphingolipid Metabolism:

ST3GAL1,ST6GALNAC4,
ST6GALNAC6,ST6GAL1

Biogenic Amine Synthesis:

DDC,ACHE,COMT

Effects of P-bi-TAT treatment on expression of genes encoding ATP synthases, H⁺ transporting, mitochondrial F0 and F1 complexes

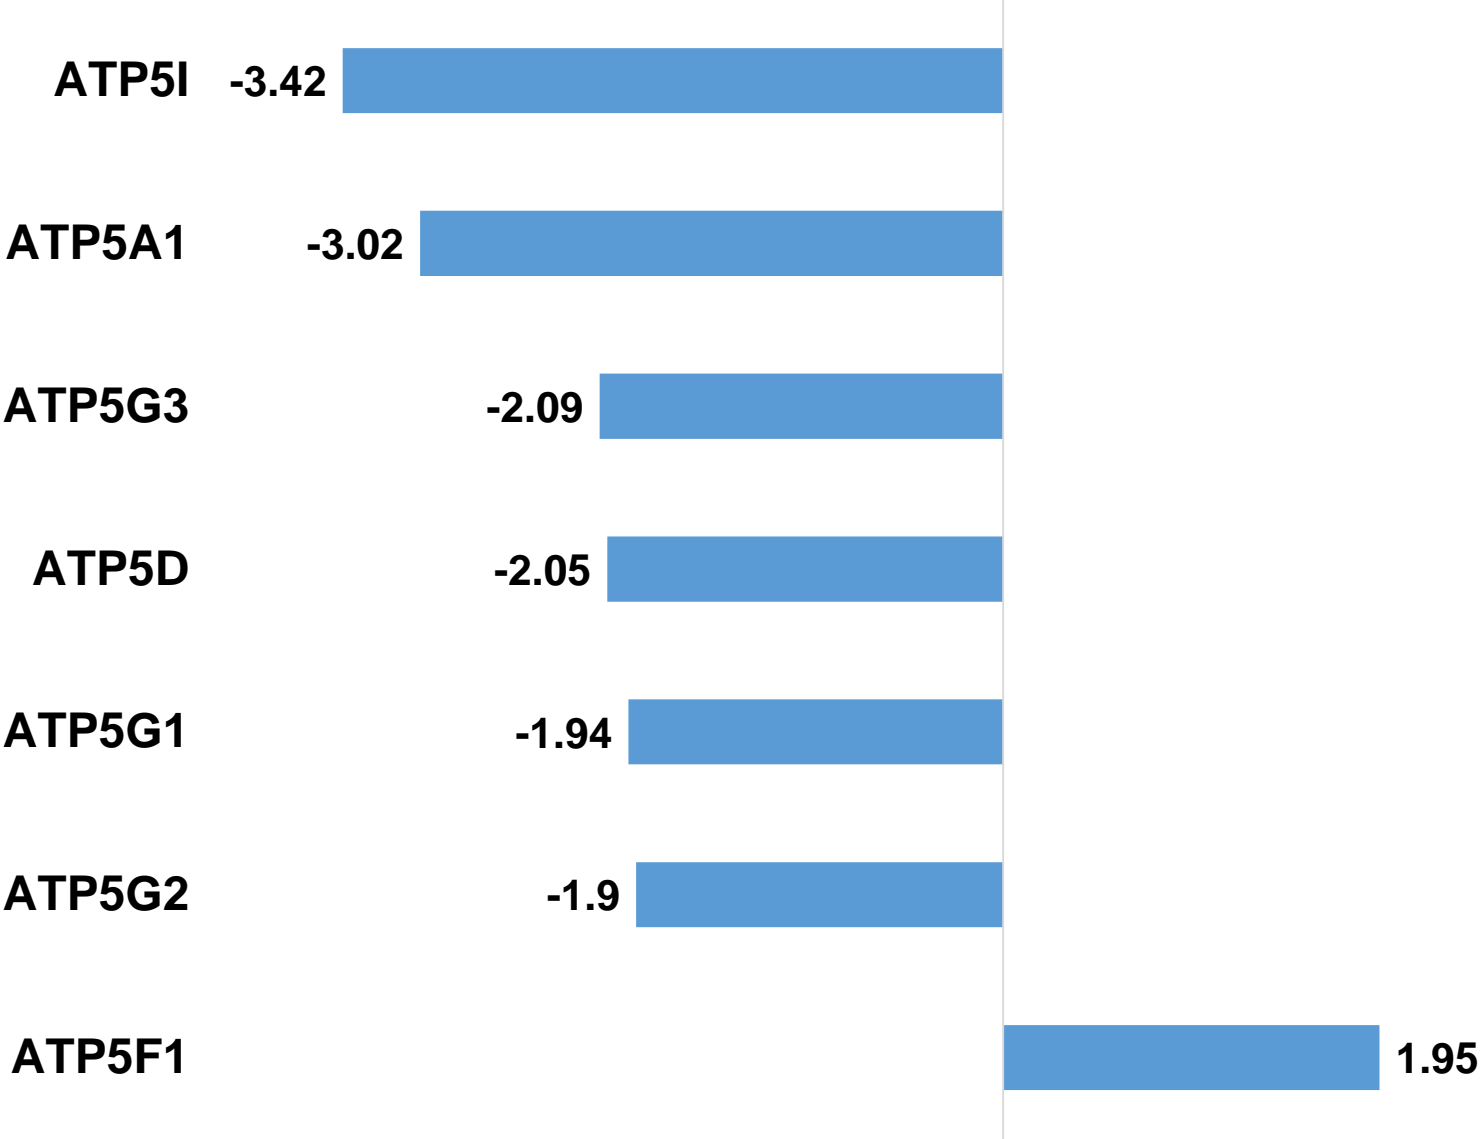

Effects of P-bi-TAT treatment on expression of genes encoding NADH dehydrogenases

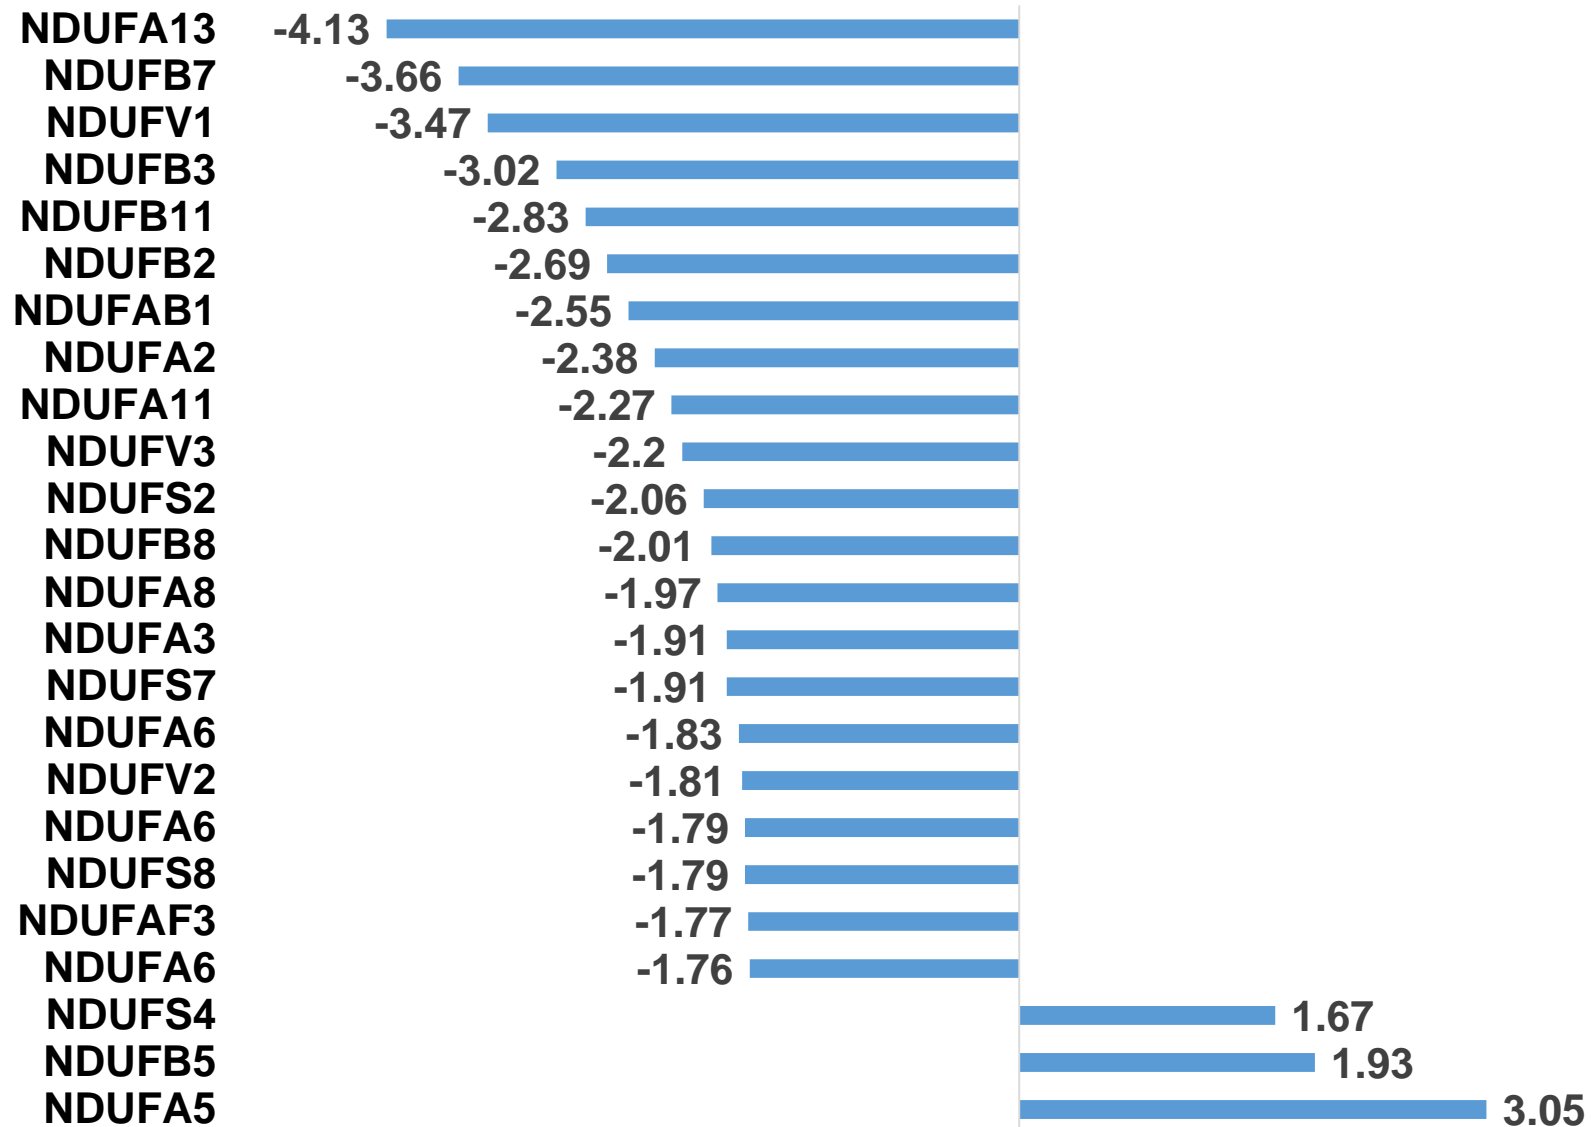

**P-bi-TAT destroys the transcriptional
architecture of the life-support
infrastructure of cancer cells**

**P-bi-TAT targets the cellular membranes'
structure and functions by inhibiting
expression of G-protein-coupled receptors
(GPCRs).**

GENES SIGNIFICANTLY DOWN-REGULATED FOLLOWING THE P-bi-TAT TREATMENT

GPCR ligand binding:

XCR1,FPR1,RXFP3,PTGDR2,P2RY12,P2RY13,P2RY11,FFAR1,GHRHR,GPRC6A

GPCRs, Class A Rhodopsin-like:

DRD2,HRH3,BDKRB1,FPR1,XCR1,MC1R,NTSR1,OPRM1,SSTR5,OR1F1,OR1E1,OR1D2,OR5V1,OR2B3,OR2J3,OR2H1,OR10H3,P2RY13,P2RY12,GPR4,P2RY11,CNR2,OR3A2,GPR171

GPCRs, Other:

Peptide GPCRs:

FPR1,BDKRB1,OPRM1,SSTR5,MC1R,NTSR1

GPCRs, Class C Metabotropic glutamate, pheromone:

GRM1,GPRC5C,GPRC5A

GPR40 Pathway:

PLCL1,PLCD3

G-protein-coupled receptors (GPCRs) are the largest and most diverse group of membrane receptors in eukaryotes. These cell surface receptors act like an inbox for messages in the form of light energy, peptides, lipids, sugars, and proteins. Such messages inform cells about the presence or absence of life-sustaining light or nutrients in their environment, or they convey information sent by other cells.

GPCRs play a key role in an incredible array of functions in the human body. Different GPCRs bind a tremendous variety of signaling molecules. Binding a signaling molecule to GPCRs causes a conformational change in the GPCR. This change then triggers the interaction between the GPCR and a nearby G protein.

**P-bi-TAT destroys the transcriptional
architecture of the life-support
infrastructure of cancer cells**

**Interference with essential oncogenic
pathways**

GENES SIGNIFICANTLY DOWN-REGULATED FOLLOWING THE P-bi-TAT TREATMENT

Target Of Rapamycin (TOR) Signaling:

MLST8,CDC42,RHEB,ULK3,AKT1,PRR5L,EIF4EBP1

PIP3 activates AKT signaling:

BAD,RPS6KB2,AKT1

ErbB Signaling Pathway:

ERBB2,ARAF,BAD,SRC,JUN,HBEGF,HRAS,CBL,PAK4

RAF/MAP kinase cascade:

PHB,PEBP1,PPP5C

Hedgehog Signaling Pathway:

ADRBK1,ARRB2,KIF7

Telomere Maintenance:

NHP2,RUVBL2,FEN1

P-bi-TAT destroys the transcriptional architecture of the life-support infrastructure of cancer cells

Interference with chromatin remodeling and maintenance, transcription, and activated in cancer cells early-stage embryogenesis pathways

GENES SIGNIFICANTLY DOWN-REGULATED FOLLOWING THE P-bi-TAT TREATMENT

Histone Modifications:

H3F3B,HIST1H3D,HIST1H3J,HIST2H3A,HIST2H3C,HIST2H3D,DOT1L,EHMT2,SETDB1,SMYD5,HIST1H4C,HIST1H4H,HIST1H4I,HIST1H4J,HIST4H4,HIST1H3C,HIST1H3G,HIST1H4K,HIST1H4E,HIST1H3H,HIST1H4B,HIST1H4L,HIST1H3A,HIST1H4G,HIST1H3F,HIST1H3B,HIST1H4F,HIST1H3I,HIST1H4D,HIST1H4A,HIST1H3E

RNA Polymerase I Transcription:

TAF1C,POLR1D,POLR1C,PTRF,POLR2F,POLR2E,ZNRD1,POLR2L,POLR1E

Preimplantation Embryo Pathways:

BARX2,FOXD1,TPRX1,DDIT3,BATF3,TEAD4,HMGA1,SOX2

Olfactory receptor activity:

OR1E1,OR1F1,OR2H1,OR5V1,OR6C70,OR8K3,OR9G1,OR1L6,OR2T34,OR4K15,OR5P2,OR2B3,OR2G3,OR10H3,OR8B12,OR2J3,OR51I1,OR4D1,OR4M1,OR8H3,OR51E2,OR56A1,OR8U1,OR5L1,OR1D2,OR56B4,OR10A7,OR3A2,OR6C4,OR10J3,OR2AE1,OR2B11,OR51M1,OR2K2,OR5AP2,OR13G1,OR52M1,OR4S2,OR5AK2,OR8B3,OR5B2,OR1S2

GPCRs, Class A Rhodopsin-like:

DRD2,HRH3,BDKRB1,FPR1,XCR1,MC1R,NTSR1,OPRM1,SSTR5,OR1F1,OR1E1,OR1D2,OR5V1,OR2B3,OR2J3,OR2H1,OR10H3,P2RY13,P2RY12,GPR4,P2RY11,CNR2,OR3A2,GPR171

P-bi-TAT destroys the transcriptional architecture of the life-support infrastructure of cancer cells

Interference with networks implicated in collagen degradation, destruction of the extracellular matrix, and activation of metalloproteinases

GENES SIGNIFICANTLY DOWN-REGULATED FOLLOWING THE P-bi-TAT TREATMENT

Degradation of the extracellular matrix:

MMP19,BSG,CAST

Activation of Matrix Metalloproteinases:

TIMP1,MMP7,FURIN

Collagen degradation:

FURIN,MMP19

Matrix Metalloproteinases:

MMP7,MMP19,BSG,TIMP1

Biotransformation is the chemical modification (or modifications) made by an organism on a chemical compound.

Biotransformation means chemical alteration of chemicals such as nutrients, amino acids, toxins, and drugs in the body.

Phase I reactions convert a parent drug to more polar (water soluble) **active metabolites** by unmasking or inserting a polar functional group (-OH, -SH, -NH₂)

Phase II reactions convert a parent drug to more polar (water soluble) **inactive metabolites** by conjugation of subgroups to -OH, -SH, -NH₂ functional groups on drug

Expression of genes regulating the BIOTRANSFORMATION METAPATHWAY is markedly affected by the P-bi-TAT treatment

UP-regulated (10 genes):

CYP1B1,FMO4,CYP4V2,CYP51A1,KCNAB3,GSTCD,MGST1,H
S2ST1,HS3ST3A1,HS6ST3

Down-regulated (25 genes):

CYP3A5,AKR1A1,AKR7A3,EPHX1,COMT,NNMT,
CYP19A1,AKR1D1,AKR1B1,KCNAB1,GPX1,GPX4,
GSTM2,GSTM3,GSTM4,GSTO1,GSTT2,GSTT2B,
GSTZ1,MGST3,GSS,NAT14,CHST7,CHST10,NDST1

Phase I reactions convert a parent drug to more polar (water soluble) **active metabolites** by unmasking or inserting a polar functional group (-OH, -SH, -NH₂)

Phase I biotransformation genes are predominantly **UP-REGULATED** by P-bi-TAT:
CYP51A1,CYP1B1,CYP4V2; CES1,ESD,LIPA,PON2

CONCLUSION: P-bi-TAT would facilitate **MORE EFFICIENT** drug conversion to **ACTIVE METABOLITES**

Phase II reactions convert a parent drug to more polar (water soluble) **inactive metabolites** by conjugation of subgroups to -OH, -SH, -NH₂ functional groups on drug

Phase II biotransformation genes are predominantly **DOWN-REGULATED** by P-bi-TAT:
COMT,NNMT,PNP,AKR1A1

CONCLUSION: P-bi-TAT would facilitate **LESS EFFICIENT** drug conversion to **INACTIVE METABOLITES**

Effects of P-bi-TAT treatment on expression of genes encoding interleukins, chemokines, and their receptors

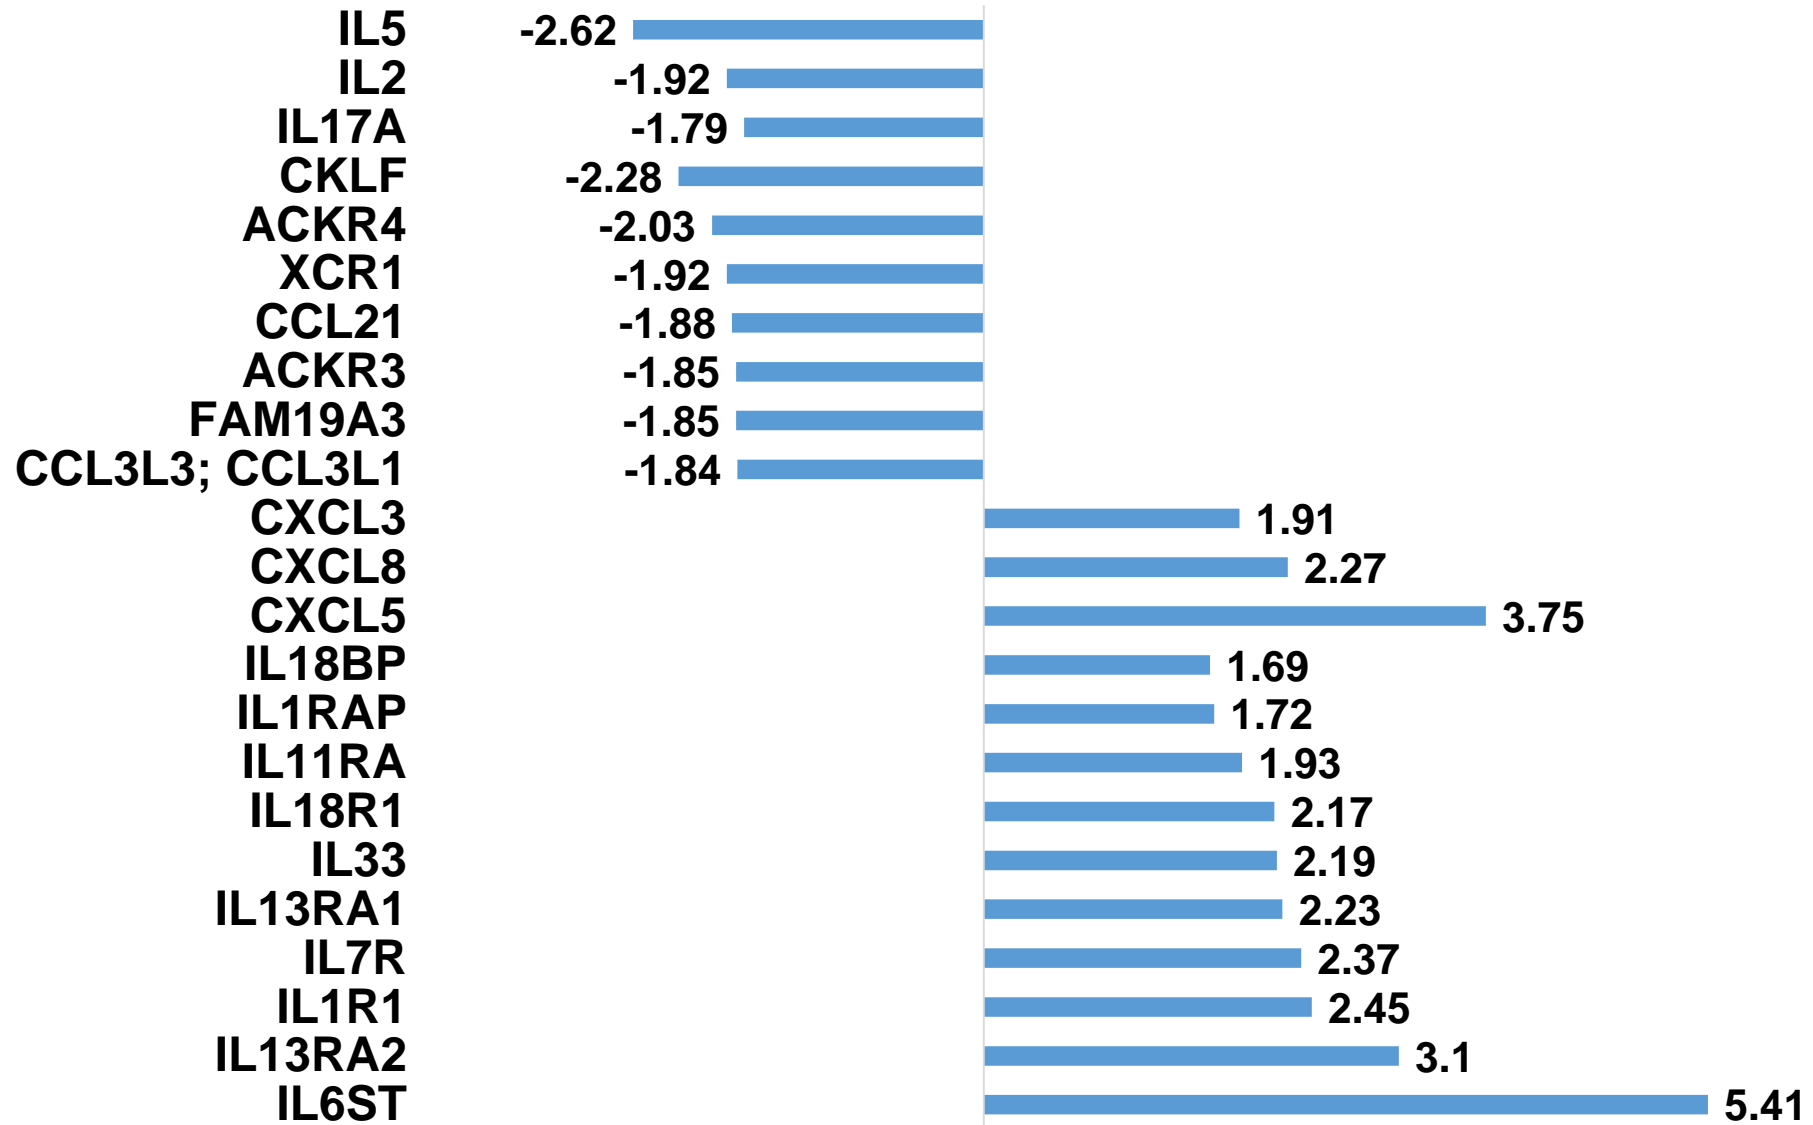

**Effects of P-bi-TAT treatment on expression of genes encoding
topoisomerases and topoisomerase-binding ptoteins**

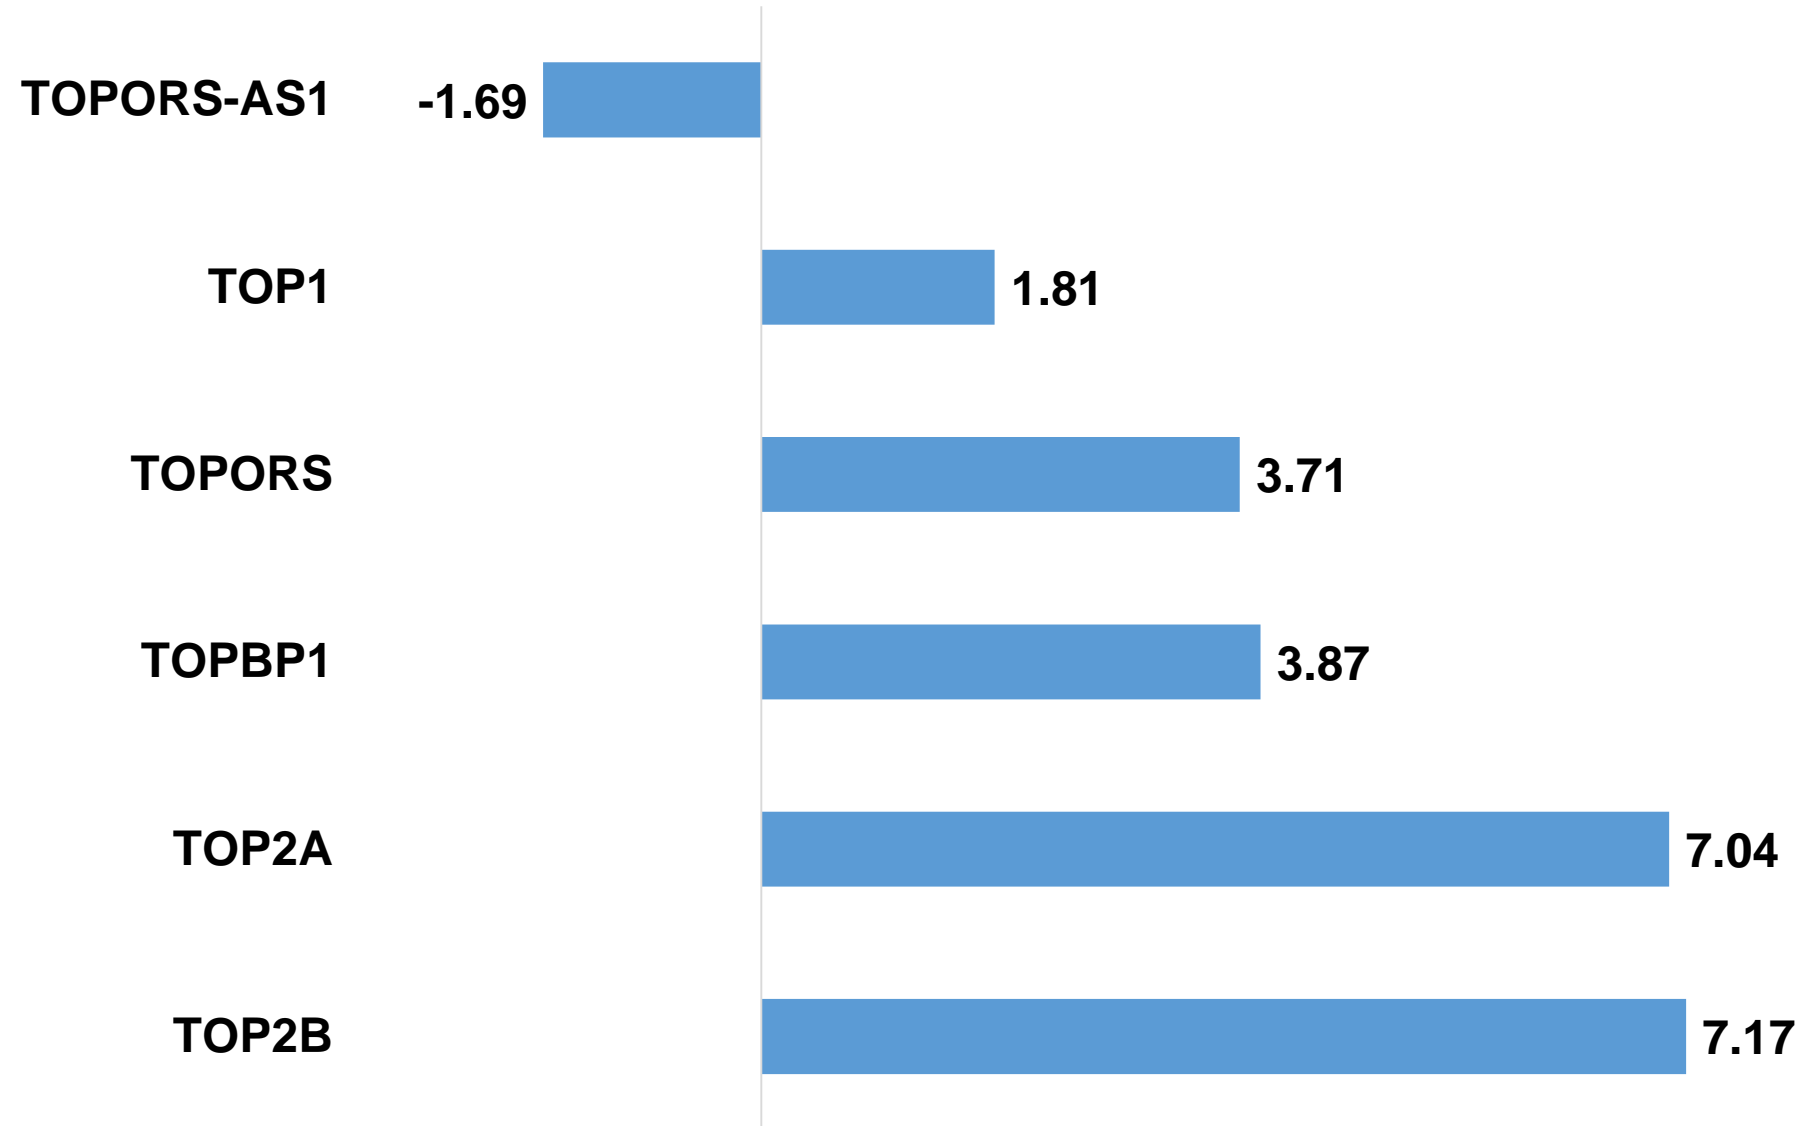

**Supplement:** Supplementary file 1

# Supplementary material for: Effects of Anticancer Agent P-bi-TAT on Gene Expression Link the Integrin Thyroid Hormone Receptor to Expression of Stemness and Energy Metabolism Genes in Cancer Cells
**Source:** Metabolites. 2022 Apr 4;12(4):325. doi: 10.3390/metabo12040325
**Supplement:** Supplementary file 1

STUDY OVERVIEW

Human cancer cell line models:

Primary human glioblastoma cells

GBM 021913

Pancreatic cancer cell line

SUIT2-luc

- Treated with 30 μ M of P-bi-TAT (n = 3)
- After 24 hours, cells were collected in tri reagent
- Samples given to Microarray core facility for gene expression study (Using Affymetrix Protocol for Clariom S Microarrays)
- No measurable effects on cells' morphology, growth, and viability were observed after 24 hours treatment with 30 μ M of P-bi-TAT

Filter criteria:

Fold change   >1.5 or < -1.5

P - Value   < 0.05

STUDY SUMMARY

Effect of the P-bi-TAT treatment on gene expression

Cell line	Number of significantly affected genes	Up-regulated	Down-regulated	Number of significantly affected pathways	Number of affected genes in pathways
SUIT2-luc	1348	825	523	39	4 - 29
GBM 021913	5689	3277	2412	250	4 - 180

Filter criteria:

Fold change   >1.5 or < -1.5
P - Value   < 0.05

Two significantly affected cell lines were selected for identification of the consensus gene expression signature and commonly affected signaling pathways

- Primary human glioblastoma cells** **GBM 021913**
- Human metastatic pancreatic cancer cell line** **SUIT2-luc**

Effect of the P-bi-TAT treatment on gene expression

**Cell line**	**Number of significantly affected genes**	**Up-regulated**	**Down-regulated**	**Number of significantly affected pathways**	**Number of affected genes in pathways**
**SUIT2-luc**	**1348**	**825**	**523**	**39**	**4 - 29**
**GBM 021913**	**5689**	**3277**	**2412**	**250**	**4 - 180**

CONSENSUS SET OF 737 GENES AFFECTED BY P-bi-TAT THERAPY

Primary human glioblastoma cells

GBM 021913

Human metastatic pancreatic cancer cell line

SUIT2-luc

CONSENSUS SET OF 737 GENES AFFECTED BY P-bi-TAT THERAPY

■ GBM P-bi-TAT   — SUIT2 P-bi-TAT

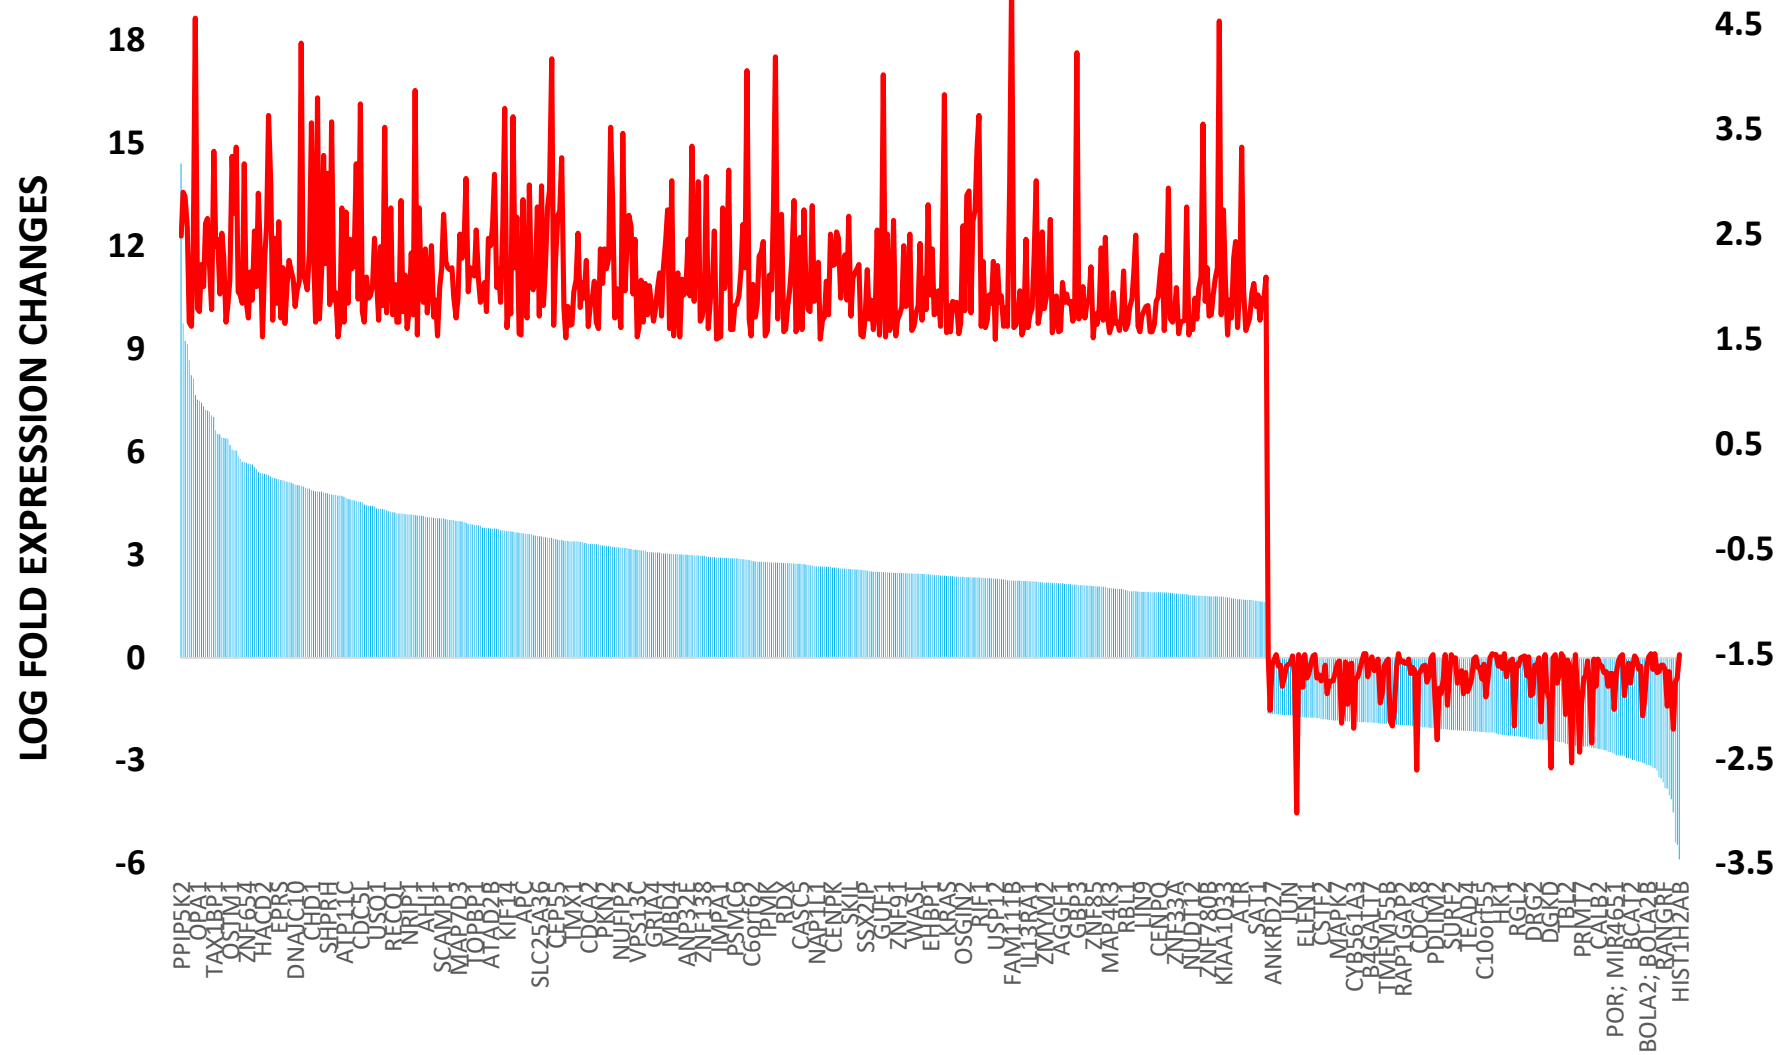

CONSENSUS SET OF 737 GENES AFFECTED BY P-bi-TAT THERAPY

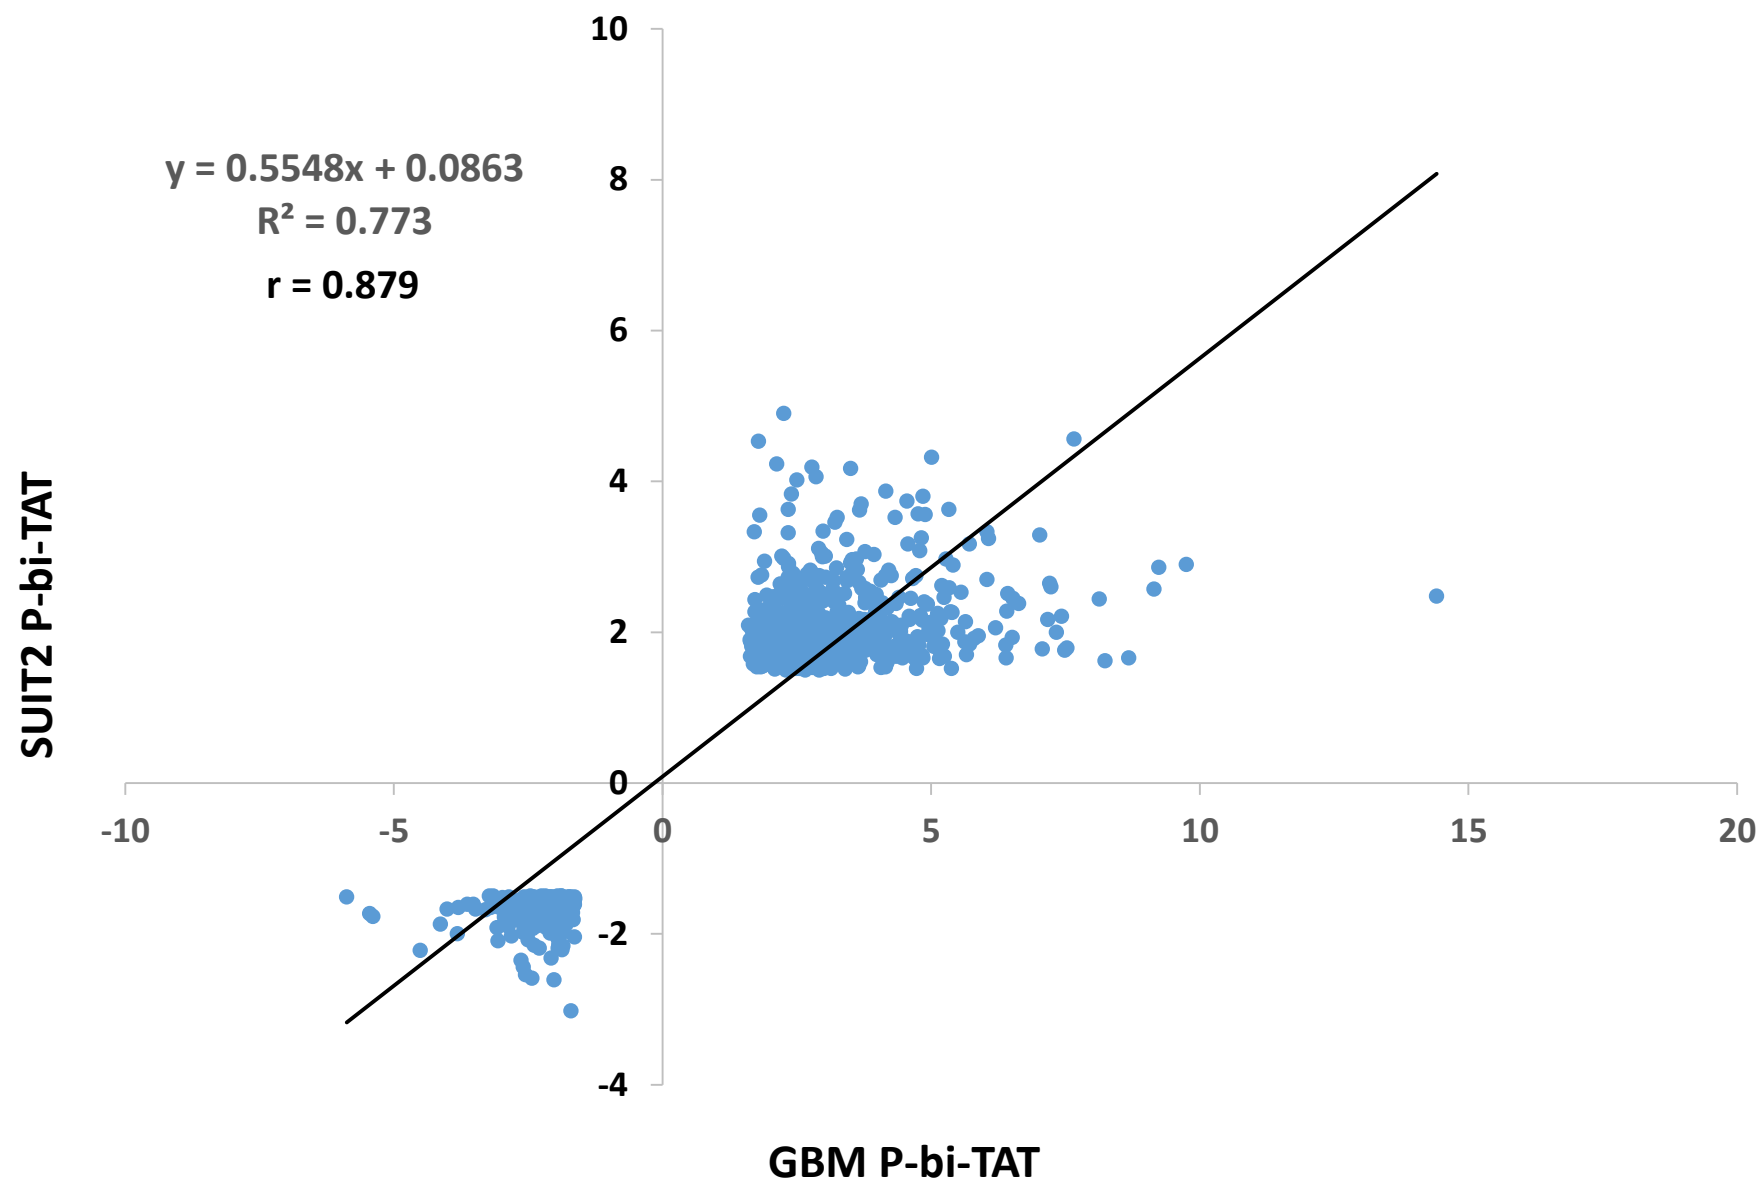

Effect of the P-bi-TAT treatment on gene expression

Cell line	Number of significantly affected genes	Up-regulated	Down-regulated	Number of significantly affected pathways	Number of affected genes in pathways
SUIT2-luc	1348	825	523	39	4 - 29
GBM 021913	5689	3277	2412	250	4 - 180

COMMON SIGNALING PATHWAYS

Effect of the P-bi-TAT treatment on gene expression

SIXTEEN COMMON PATHWAYS

Pathway	Cell line	Up-regulated	Down-regulated	Total genes	p-value	Cell line	Up-regulated	Down-regulated	Total genes	p-value
**VEGFA-VEGFR2 Signaling Pathway**	GBM	51	-34	85	0.011056	SUIT2-luc	14	-15	29	0.00245
Androgen receptor signaling pathway	GBM	28	-15	43	0.000046	SUIT2-luc	9	-4	13	0.00843
Brain-Derived Neurotrophic Factor (BDNF) signaling pathway	GBM	36	-18	54	0.020347	SUIT2-luc	9	-10	19	0.00678
**Deubiquitination**	GBM	12	-1	13	0	SUIT2-luc	4	0	4	0
Endoderm Differentiation	GBM	41	-12	53	0.025638	SUIT2-luc	11	-6	17	0.02808
Focal Adhesion	GBM	37	-32	69	0.011855	SUIT2-luc	15	-9	24	0.00308
Gastric Cancer Network 2	GBM	11	-4	15	0.027934	SUIT2-luc	7	0	7	0.00467
Human Thyroid Stimulating Hormone (TSH) signaling pathway	GBM	17	-13	30	0.002383	SUIT2-luc	6	-4	10	0.01235
IL-6 signaling pathway	GBM	16	-6	22	0.001737	SUIT2-luc	7	-2	9	0.00193
Integrin-mediated Cell Adhesion	GBM	20	-20	40	0.013987	SUIT2-luc	9	-5	14	0.0085
Interleukin-11 Signaling Pathway	GBM	17	-10	27	0.000004	SUIT2-luc	4	-4	8	0.00831
MAPK Signaling Pathway	GBM	8	-8	16	0.002772	SUIT2-luc	13	-8	21	0.00768
Olfactory receptor activity	GBM	5	-42	47	0	SUIT2-luc	1	-5	6	4E-06
Signaling of Hepatocyte Growth Factor Receptor	GBM	11	-5	16	0.020177	SUIT2-luc	3	-3	6	0.02432
TCF dependent signaling in response to WNT	GBM	11	-3	14	0	SUIT2-luc	4	-5	9	0.00539
TGF-beta Signaling Pathway	GBM	48	-13	61	0.000019	SUIT2-luc	12	-5	17	0.01388

VEGFA-VEGFR2 Signaling Pathway is the most significantly affected pathway in U87 human glioblastoma cell line as well, suggesting that antiangiogenic effect may represent one of the main biological effects of the P-bi-TAT therapy

Effect of the P-bi-TAT treatment on gene expression

Cell line	Number of significantly affected genes	Up-regulated	Down-regulated	Number of significantly affected pathways	Number of affected genes in pathways
SUIT2-luc	1348	825	523	39	4 - 29
GBM 021913	5689	3277	2412	250	4 - 180

SIGNALING “CHAOS” IN CANCER CELLS

MOLECULAR INTERFERENCE MODEL OF THE P-bi-TAT THERAPEUTIC EFFECTS ON HUMAN CANCER CELLS

P-bi-TAT TREATMENT OF HUMAN CANCER CELLS CAUSED MARKED DISRUPTIONS OF EXPRESSION OF THOUSANDS GENES IMPLICATED IN FUNCTIONS OF HUNDREDS SIGNALING PATHWAYS. WITHIN MOST AFFECTED PATHWAYS, THE SIGNIFICANT GENE EXPRESSION CHANGES WERE DOCUMENTED FOR BOTH UP-REGULATED AND DOWN-REGULATED TRANSCRIPTS FOLLOWING THE P-bi-TAT ADMINISTRATION. THESE DATA SUGGEST THAT THE P-bi-TAT TREATMENT CAUSES THE MOLECULAR INTERFERENCE WITH MULTIPLE SIGNILING PATHWAYS, WHICH RESULTS IN AN APARENT SIGNALING “CHAOS” IN CANCER CELLS.

In contrast to most affected signaling pathways, deubiquitination pathway appears predominantly activated, thus representing one notable exception from this rule. However, activation of the deubiquitination pathway would interfere with normal turnover of proteins, including pathway’s receptors and down-stream signal-transducing molecules, which is required for the proper sustained functions of signaling pathways. Therefore, activation of deubiquitination pathway following the P-bi-TAT treatment would be consistent with the molecular interference model.

SIGNALING “CHAOS” IN GLIOBLASTOMA MULTIFORME CELLS

46 pathways (number of affected genes from 21 to 180)

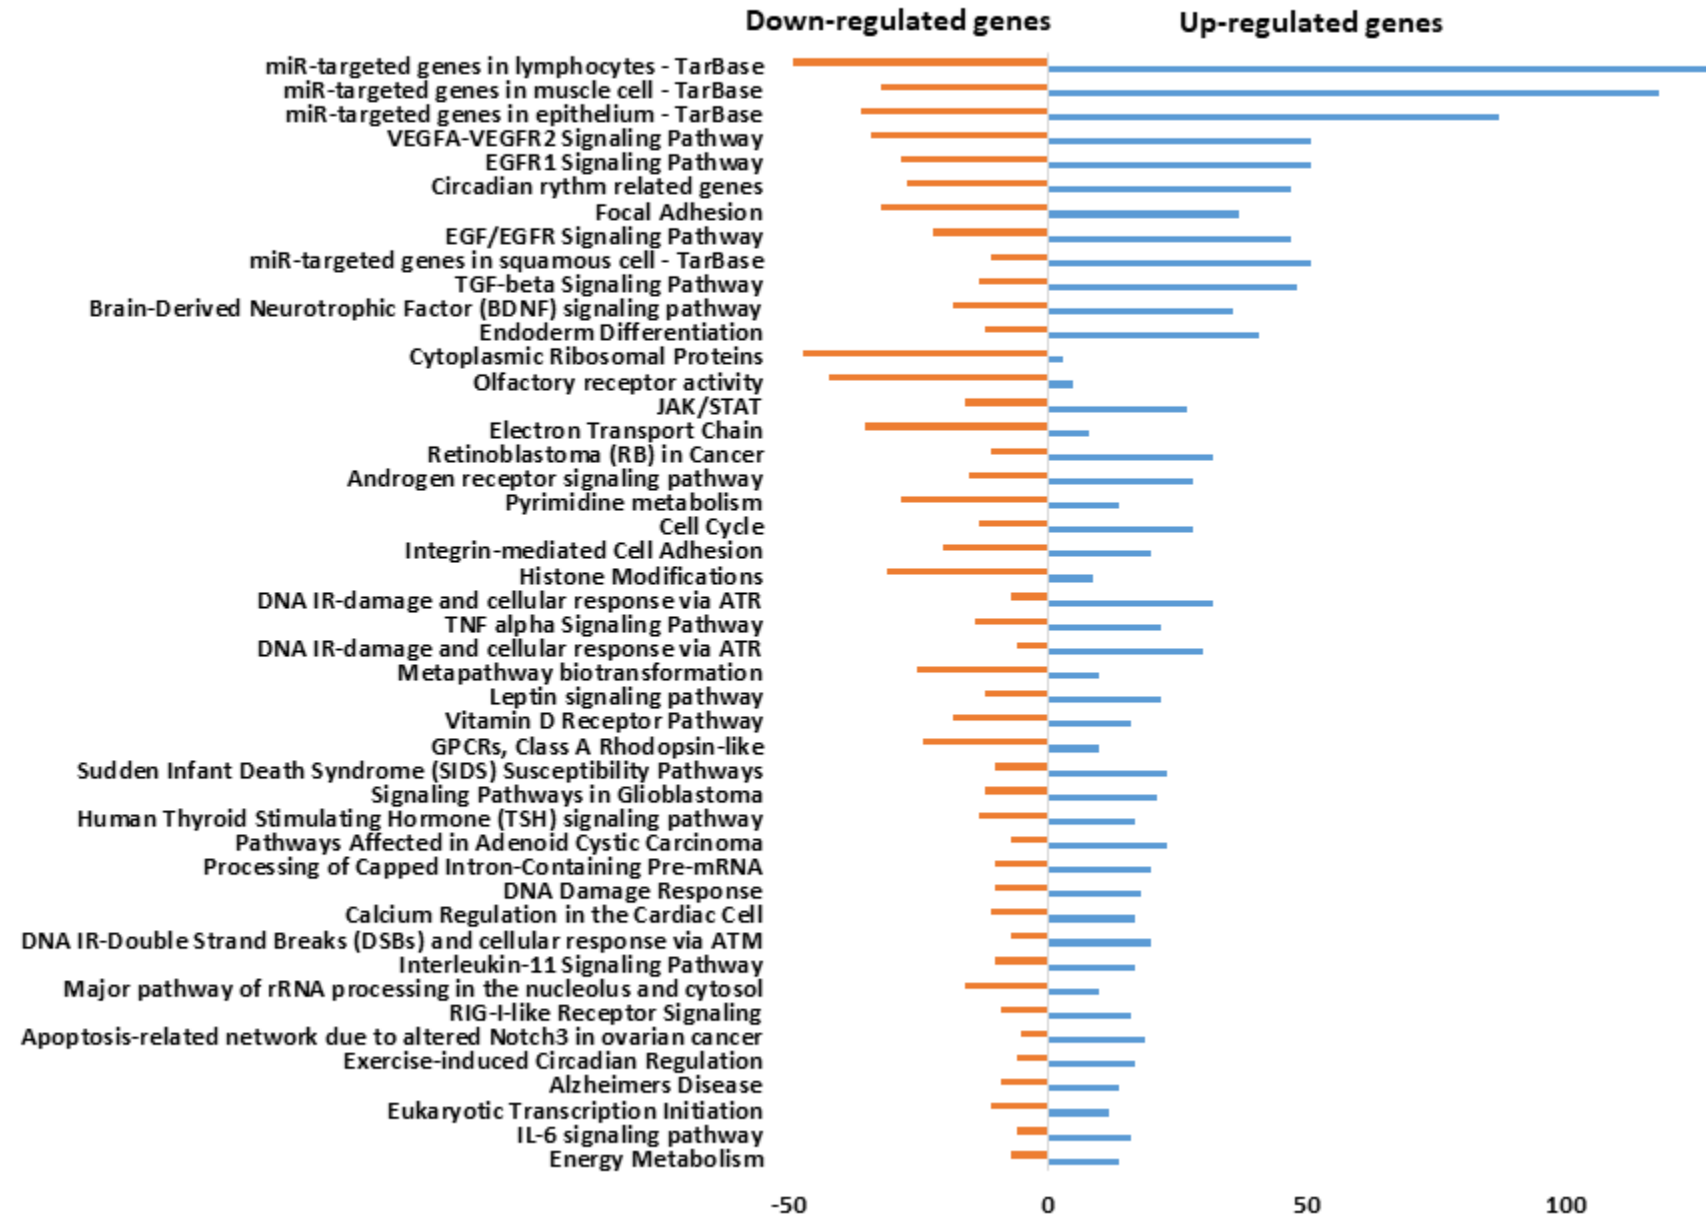

SIGNALING “CHAOS” IN GLIOBLASTOMA MULTIFORME CELLS

57 pathways (number of affected genes from 10 to 20)

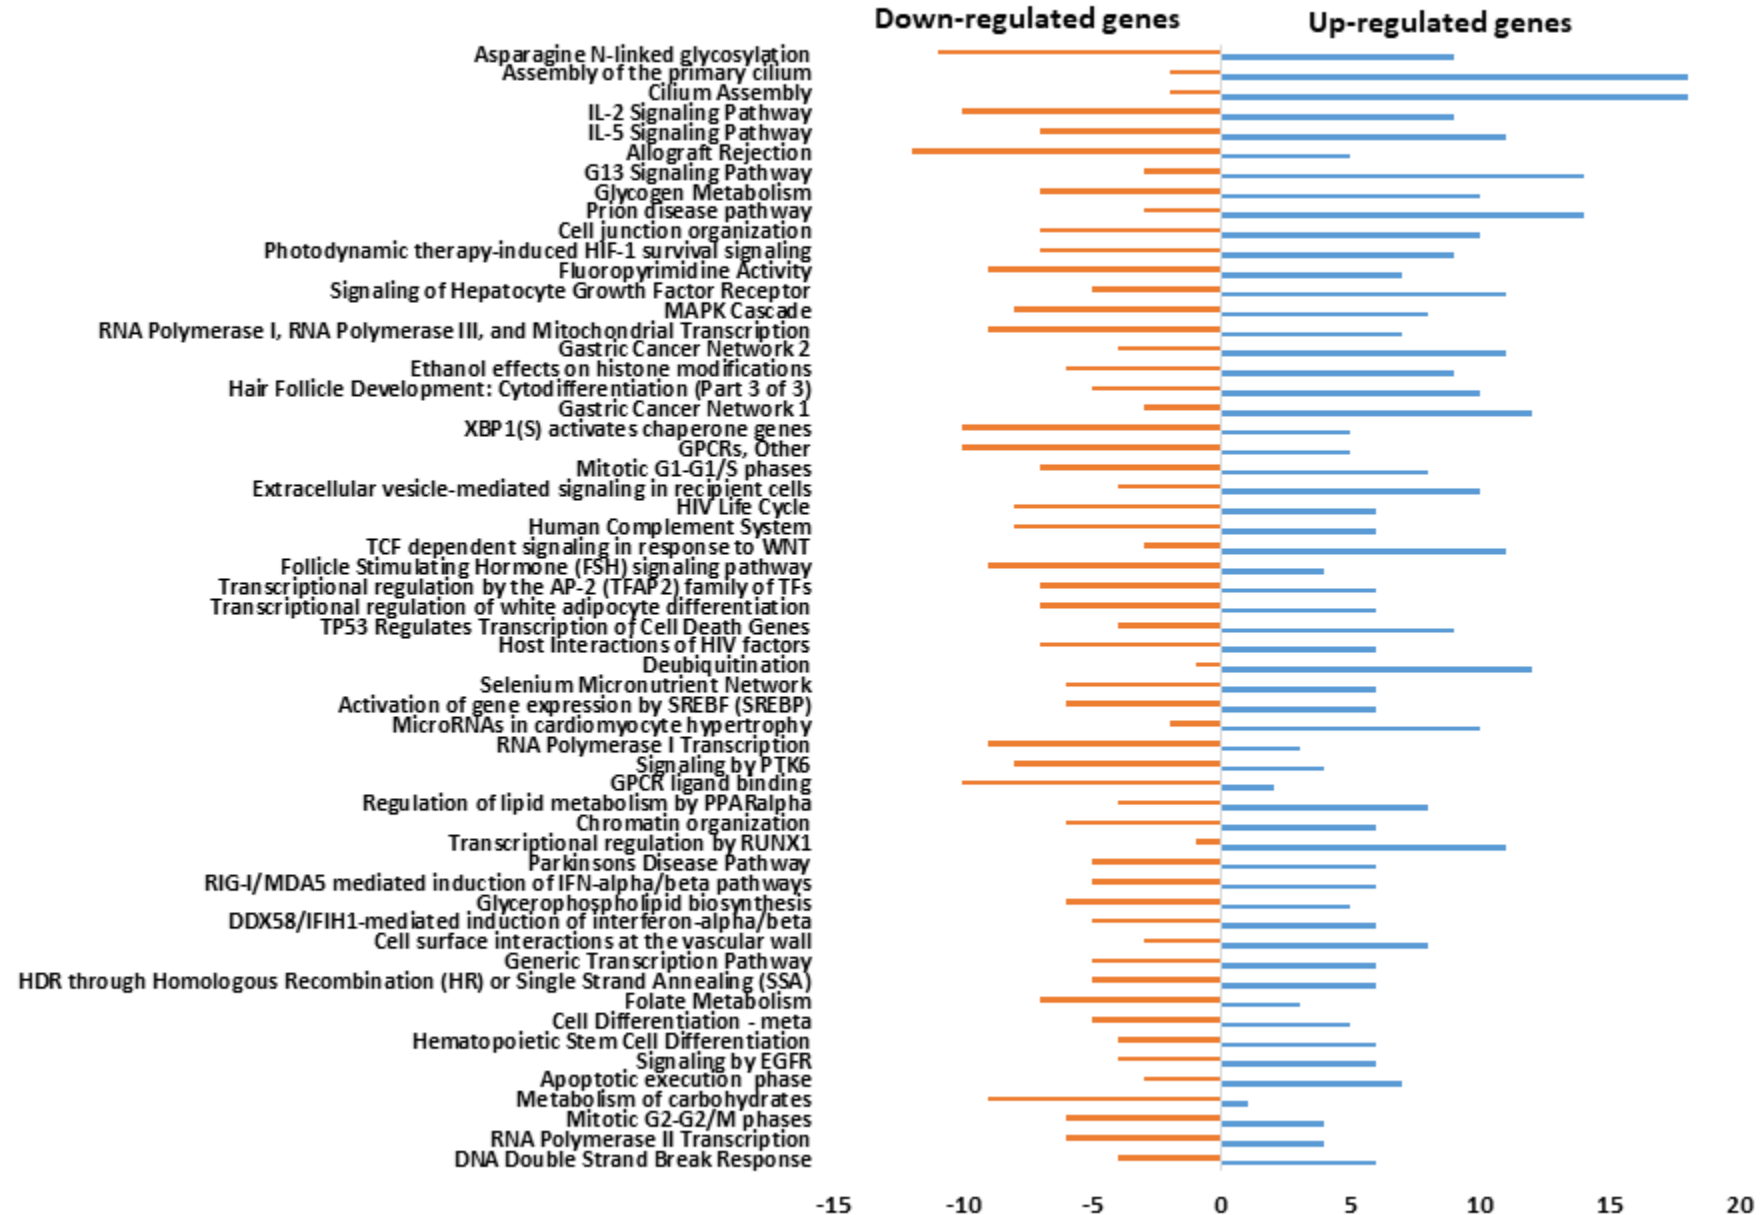

INTEGRIN CROSSLINKING MODEL OF THE P-bi-TAT THERAPETIC EFFECTS ON HUMAN CANCER CELLS

Integrin's interactions with extracellular matrix proteins facilitate fine 3D placements of integrin molecules embedded within the lipid bilayer of cellular membranes, which is required for integrin's activation and signaling cross-talks with a multitude of specific signaling pathways. We propose that unique features of the molecular structure of the P-bi-TAT allow for the efficient interference with and disruption of these processes by causing, in effect, the “crosslinking” of integrin molecules. It alters dynamics of integrin’s mobility, turnover, and proper 3D placements within the cellular membrane causing the signaling “chaos” in target cells.

P-bi-TAT

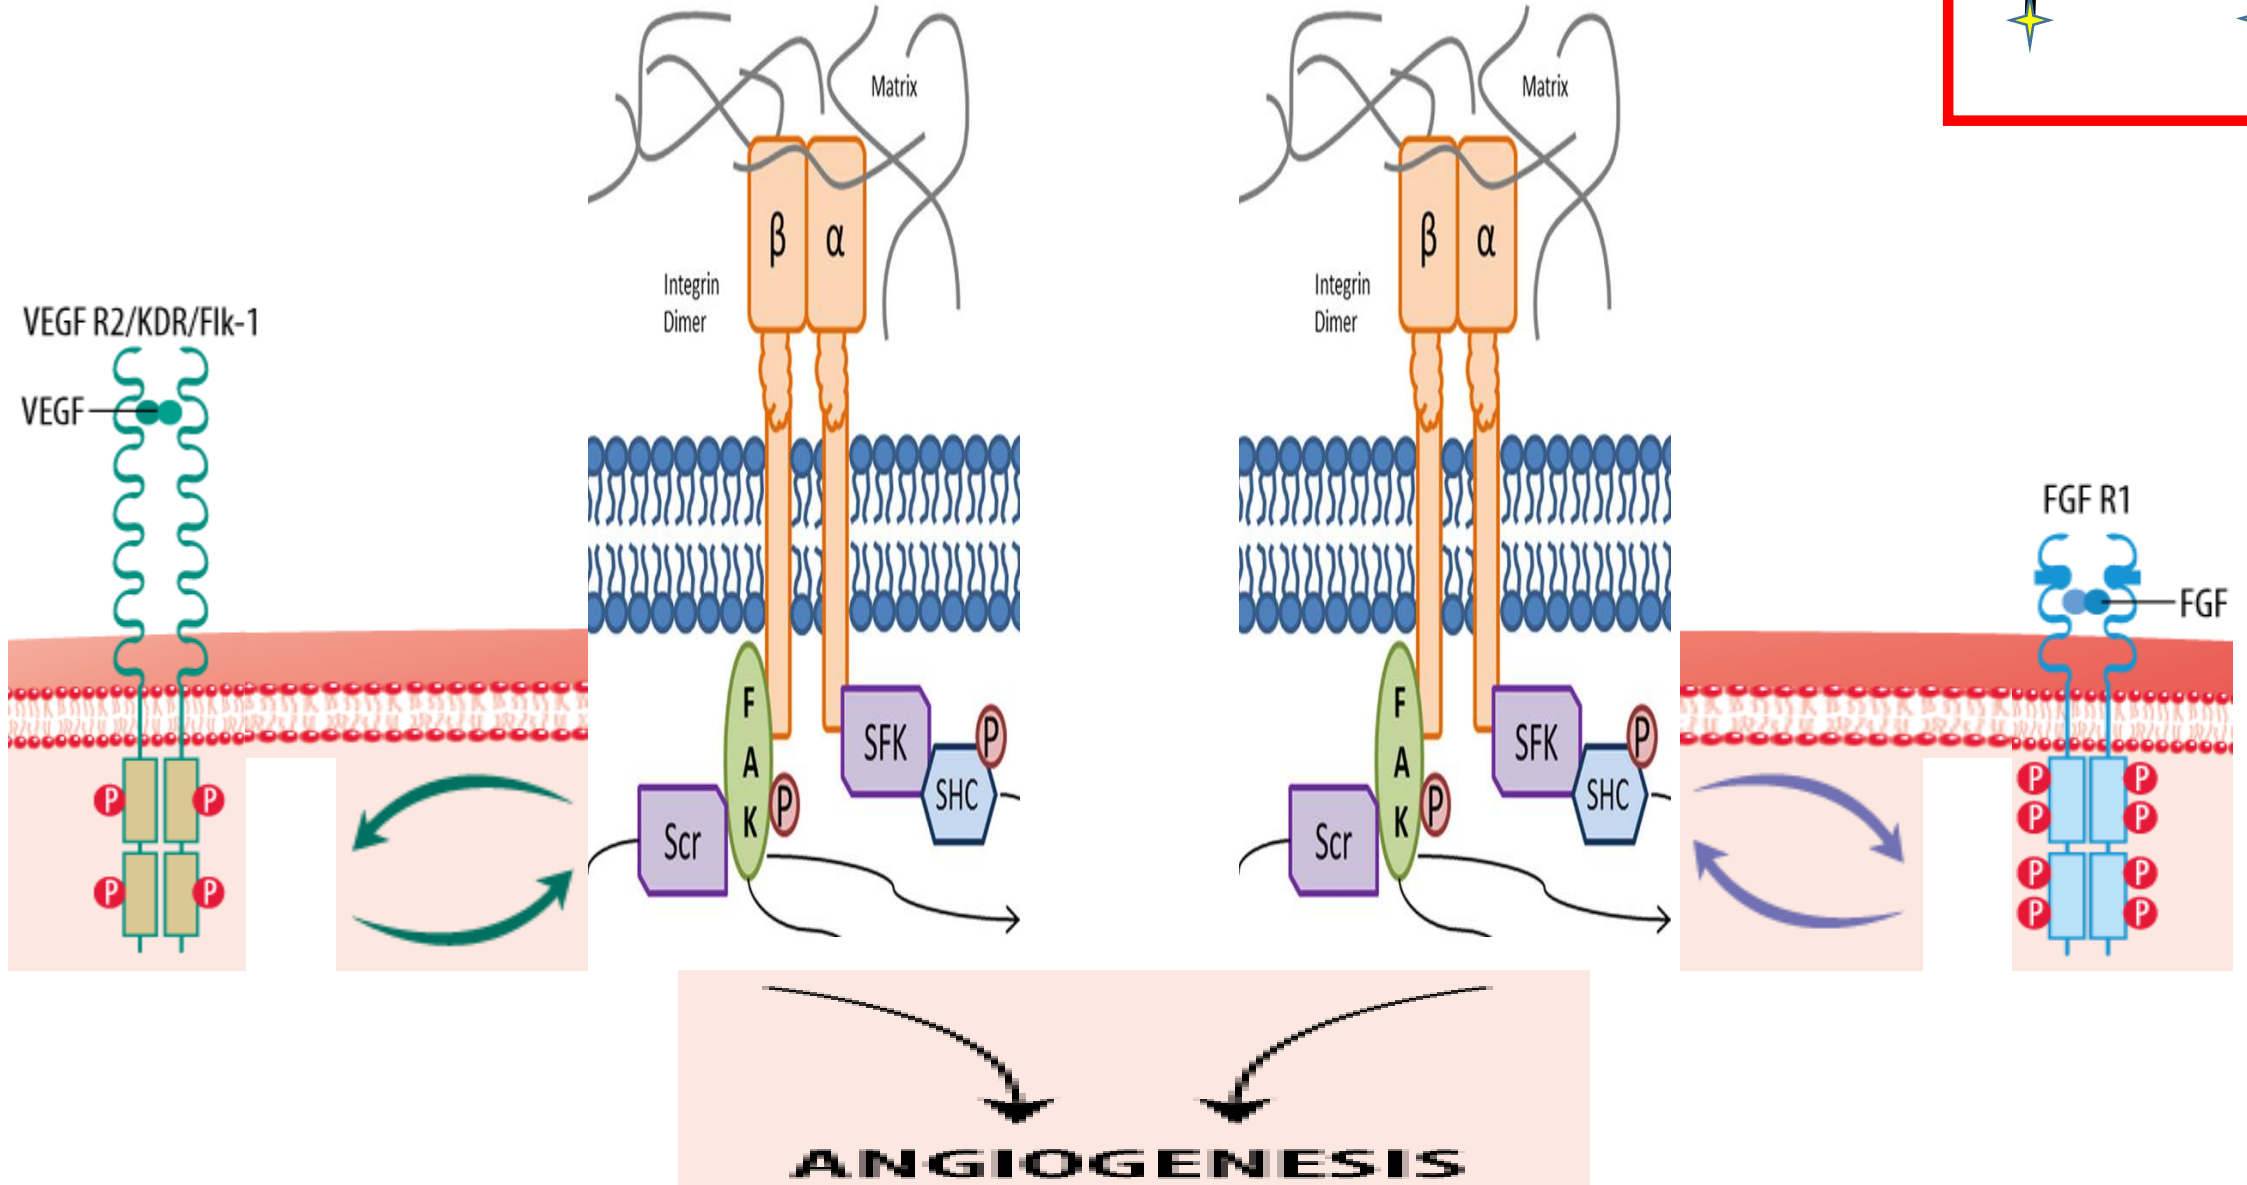

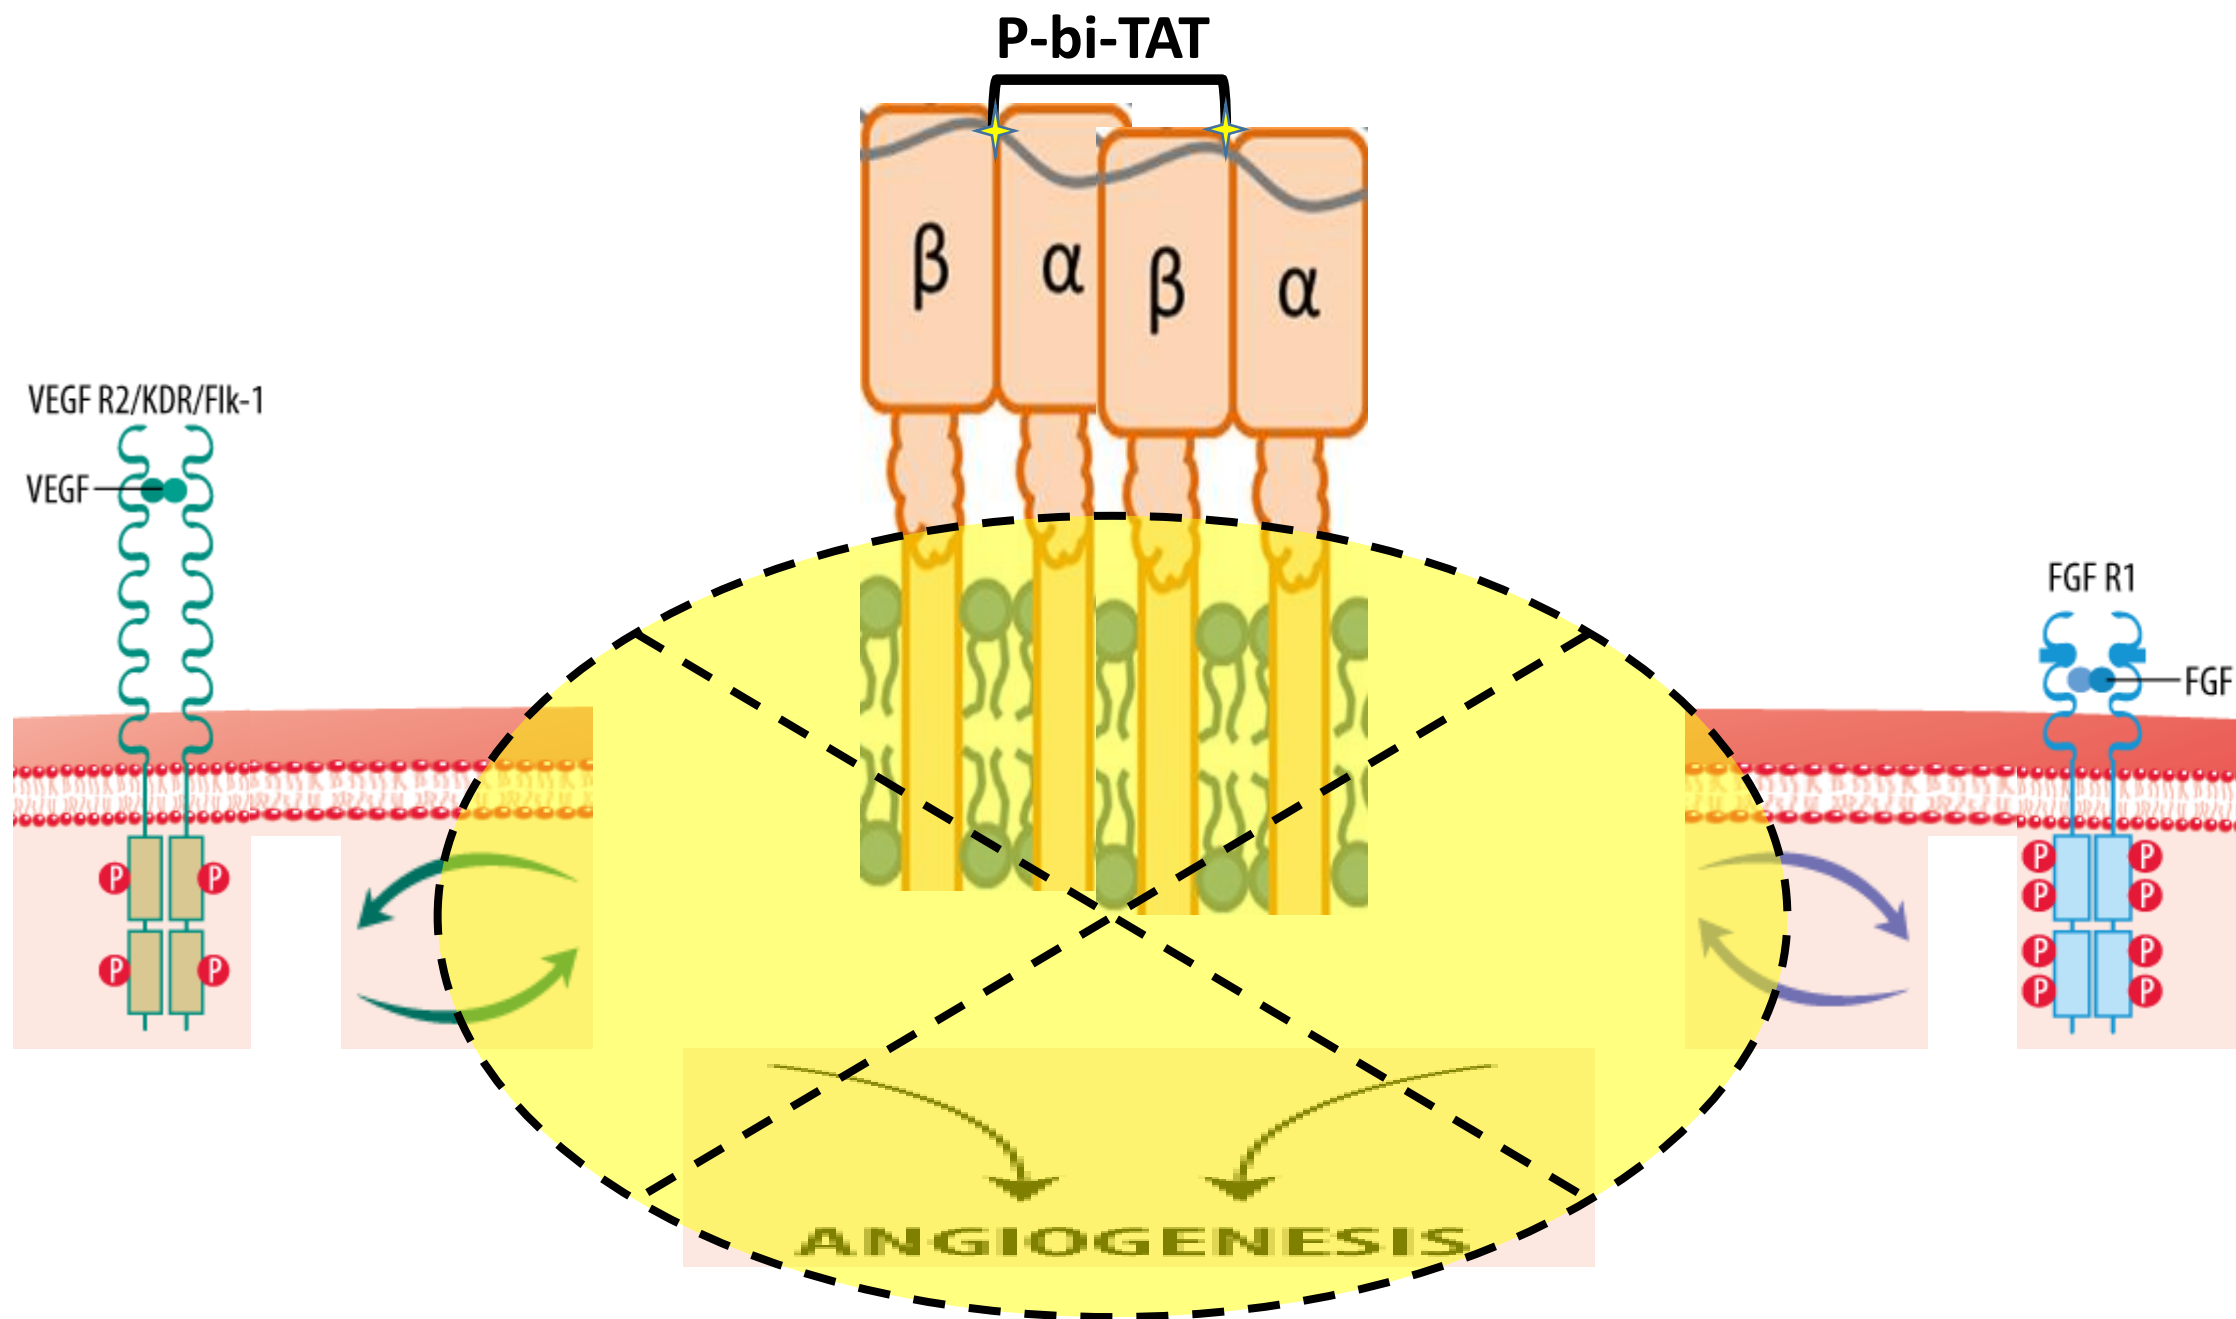

P-bi-TAT nano-therapeutics

Effect on gene expression in primary human Glioblastoma multiforme (GBM) cells GBM 021913 established as the primary cell line from the patient's tumor

103 pathways significantly affected by treatment with P-bi-TAT for 24 hrs

($p < 0.05$; number of affected genes from 10 to 180)

250 pathways significantly affected by treatment with P-bi-TAT for 24 hrs

($p < 0.05$; number of affected genes from 4 to 180)

Effect on gene expression in primary human Glioblastoma multiforme (GBM) cells GBM 021913

treated vs untreated

- treated: 2 samples, untreated: 2 samples

Filter criteria:

- Fold Change: > 1.5 or < -1.5
- P-val: < 0.05

Total number of genes: 21448

- Genes passed filter criteria: 5689 (26.52%)
  - Up-Regulated: 3277 (57.6%)
  - Down-Regulated: 2412 (42.4%)

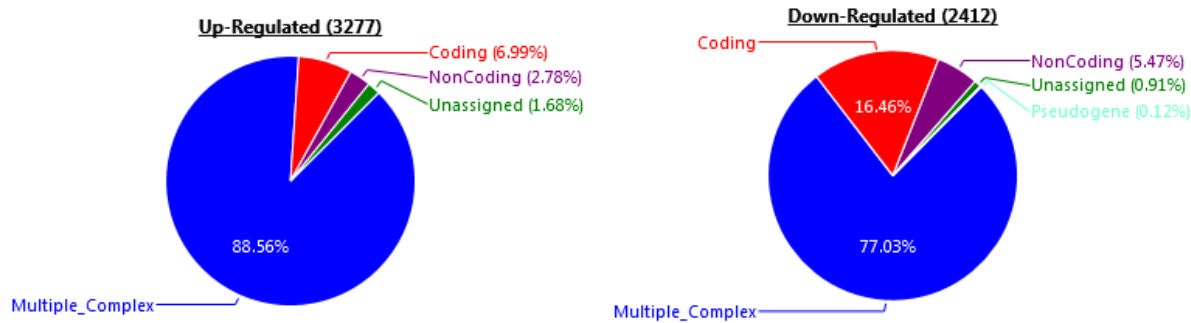

Group	Total	Passed Filter	Up-Regulated	Down-Regulated
Multiple_Complex	16081	4760	2902	1858
Coding	3878	626	229	397
NonCoding	1116	223	91	132
Unassigned	352	77	55	22
Pseudogene	21	3	0	3

GENE GROUP DEFINITIONS

Group	Definition
Multiple_complex	Gene contains more than one locus
Coding	Gene contains only protein-coding transcripts
Noncoding	Gene contains only non-protein-coding transcripts. Most of these are long non-coding genes, but occasionally they may be small non-coding genes where the genetic constitution cannot be determined.
Unassigned	Locus type could not be determined based on source data
Pseudogene	Gene contains only represents pseudogenes (imperfect copy of a gene).

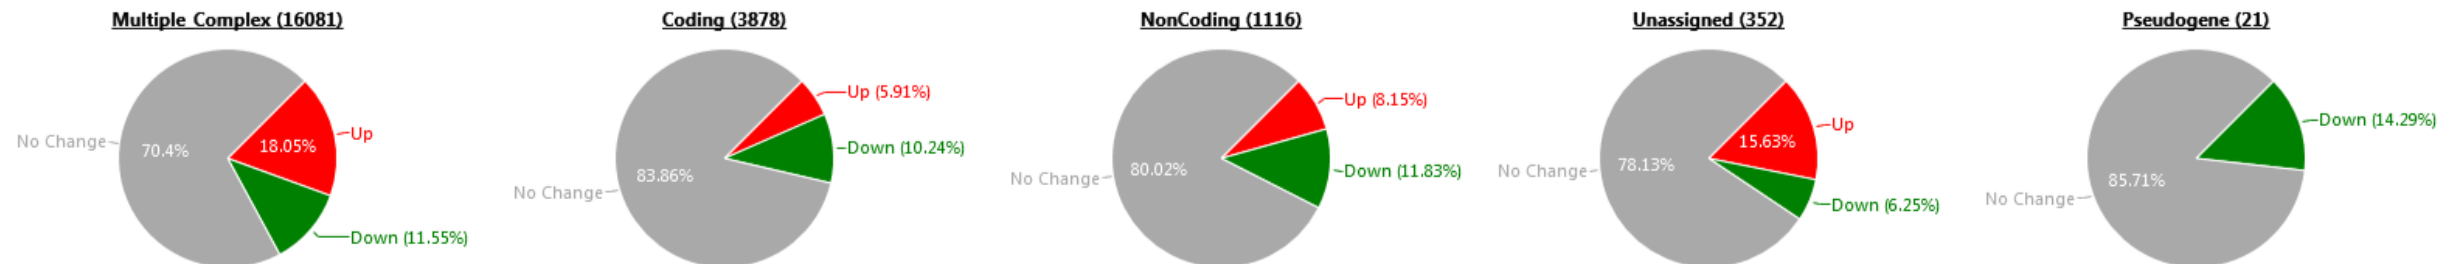

46 pathways (number of affected genes from 21 to 180)

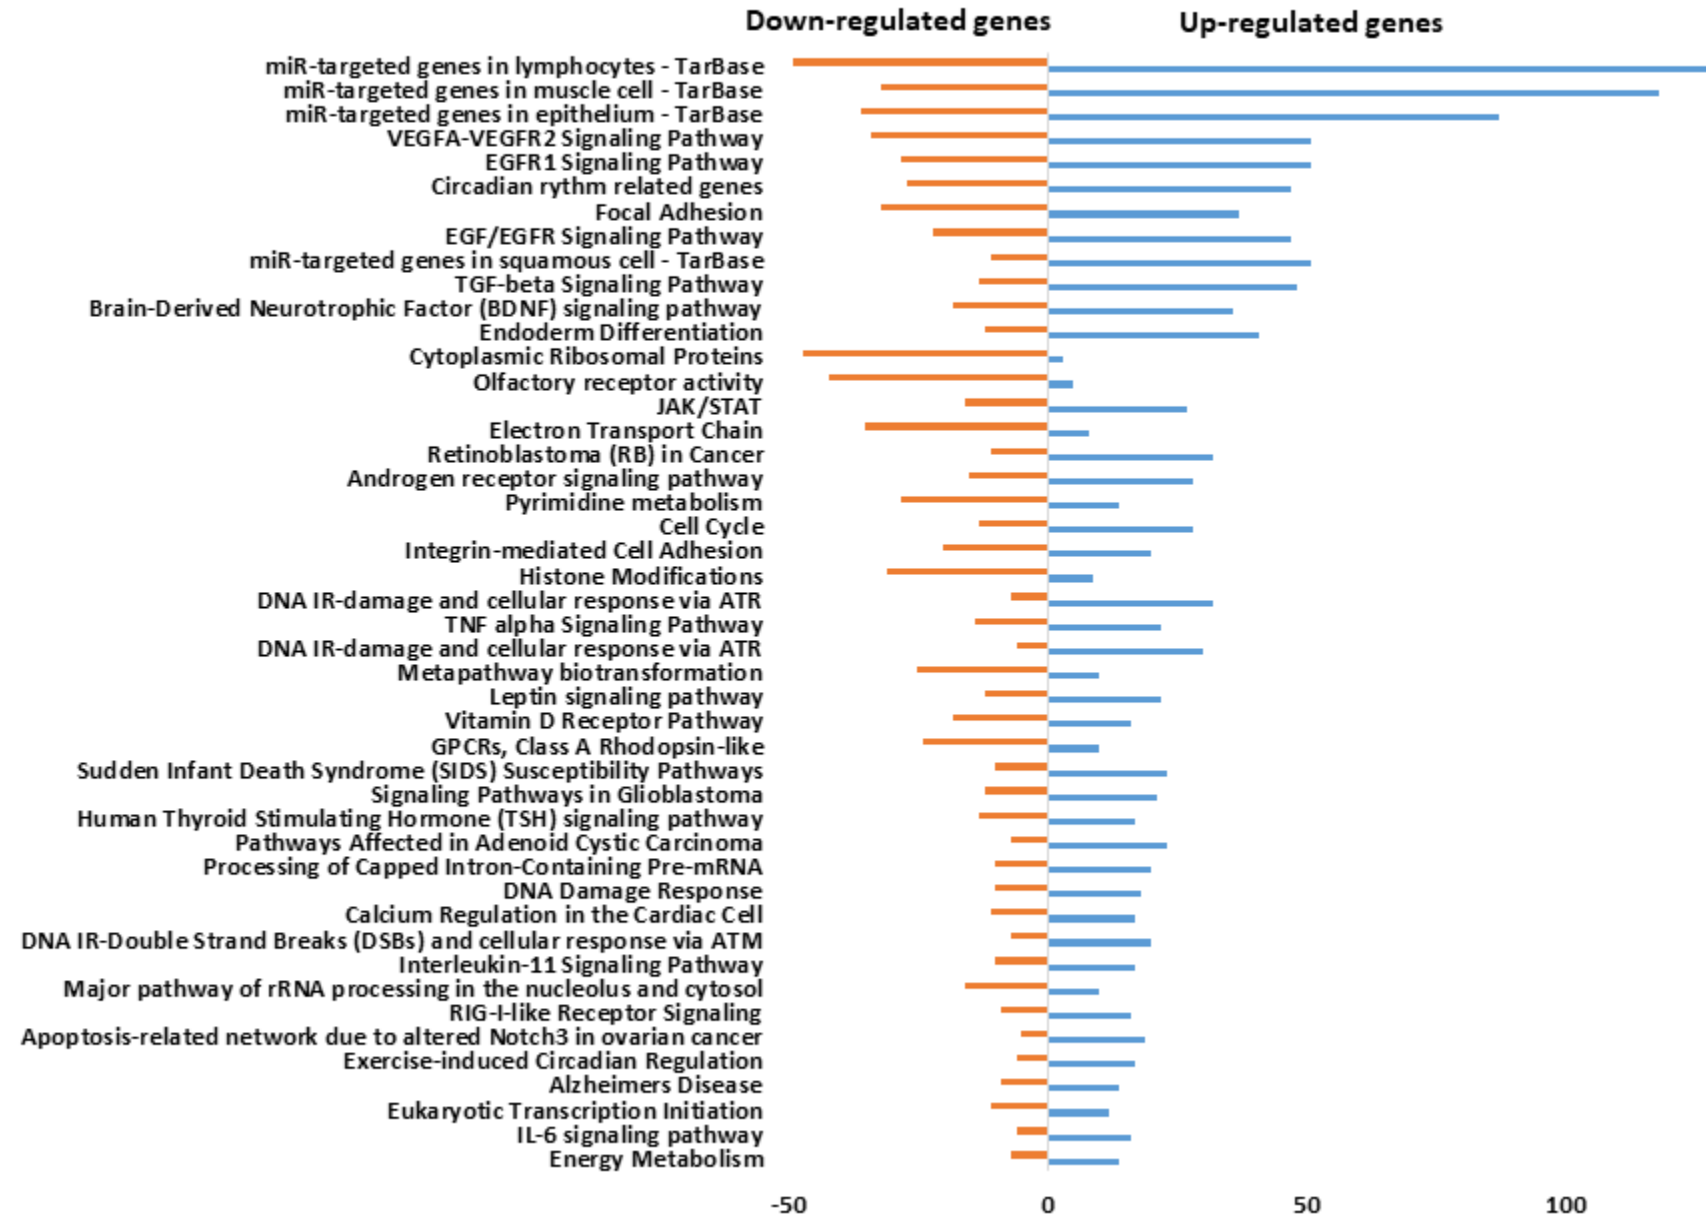

57 pathways (number of affected genes from 10 to 20)

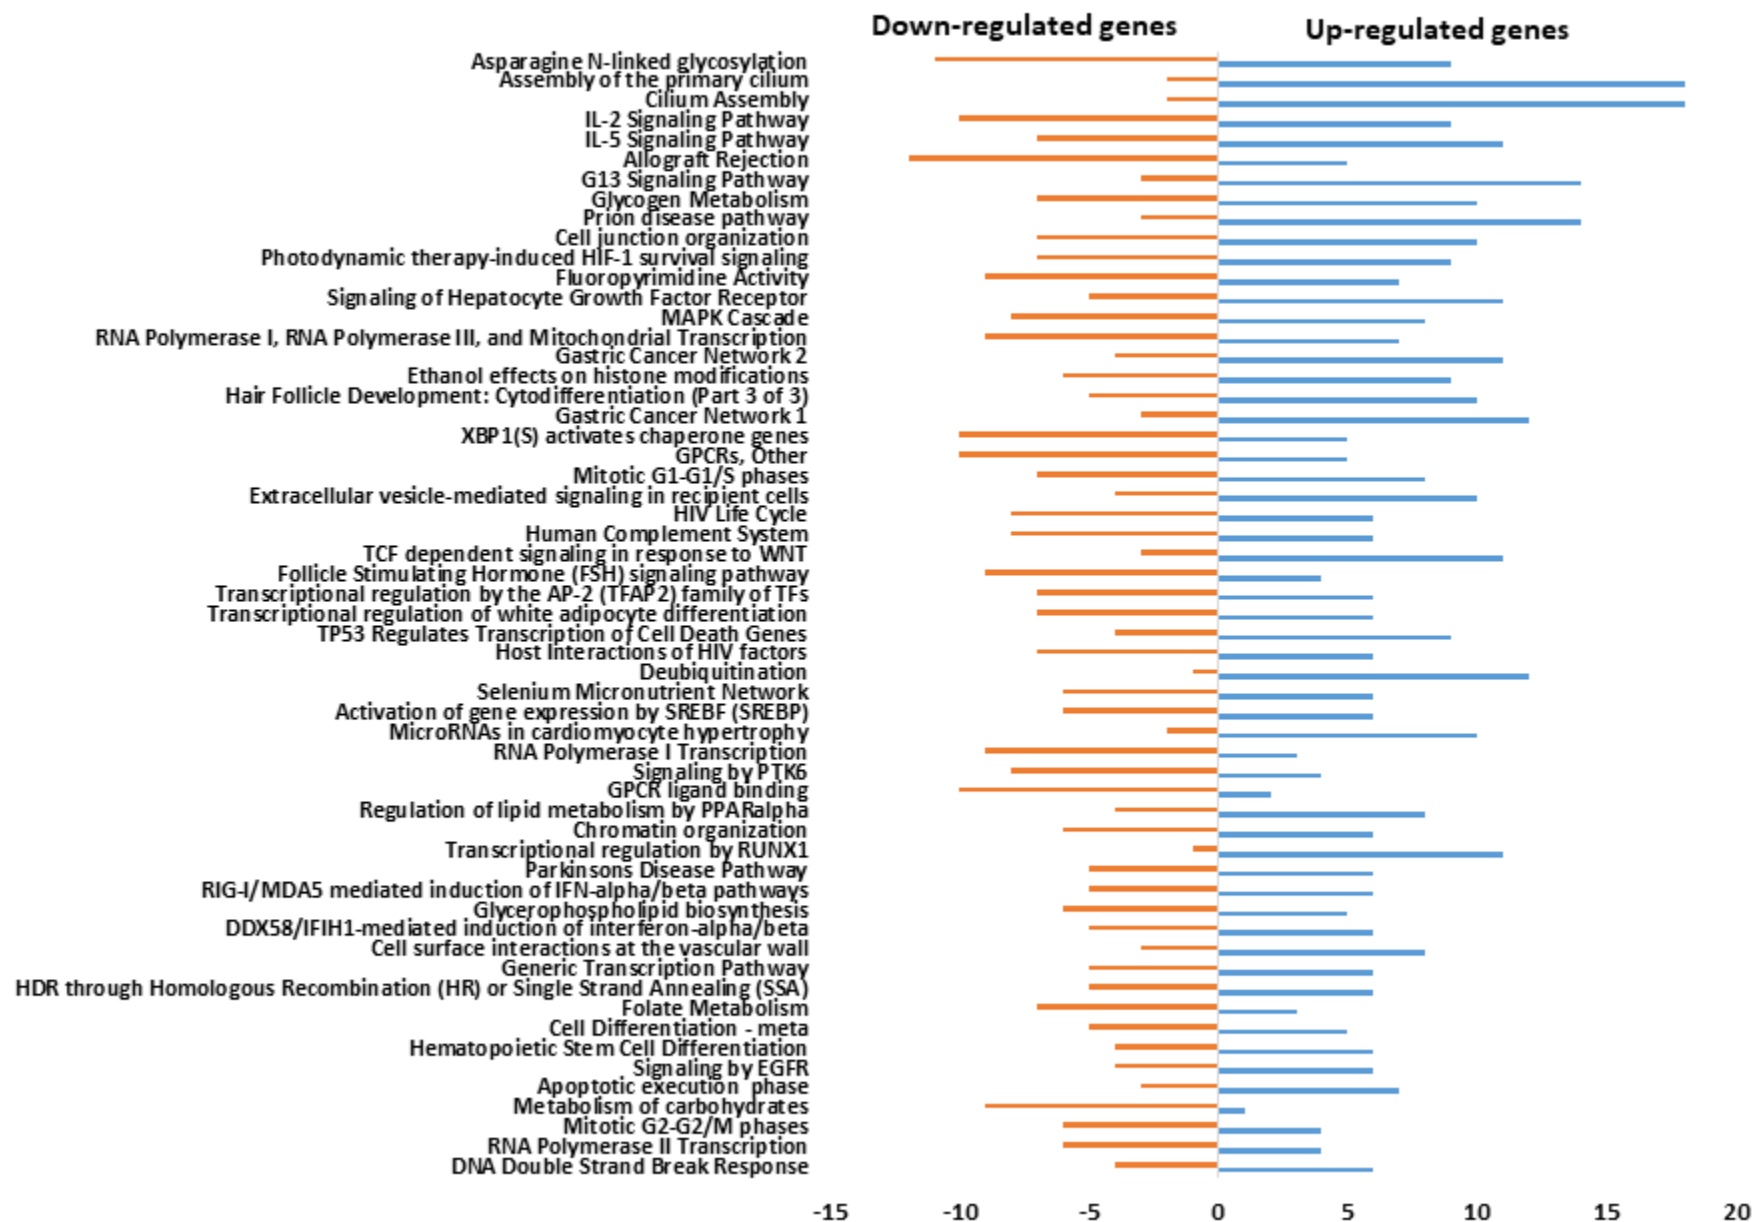

Effect of the P-bi-TAT treatment on gene expression FGF RECEPTORS' PATHWAYS

Pathway	Total genes	Up-regulated	Up List	Down-regulated	Down List	Significance	p-value
Signaling by FGFR2	8	6	FRS2,PTPN11,PIK3R1,PIK3CA,BRAF,HNRNPA1	2	CBL,PTBP1	15.96	0
Signaling by FGFR3	7	6	FRS2,PTPN11,BRAF,PIK3R1,PIK3CA,GALNT3	1	CBL	9.88	0
Signaling by FGFR1	6	5	PTPN11,FRS2,PIK3R1,PIK3CA,BRAF	1	CBL	12.34	0
Signaling by FGFR4	6	5	FRS2,BRAF,PTPN11,PIK3R1,PIK3CA	1	CBL	6.15	0.000001

How the deposited data were processed for this re-analysis (not part of the article)

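RNA of the established glioblastoma line U87MG was measured on 6 Affymetrix Clariom S arrays, 3 from cells exposed to 30 µM P-bi-TAT for 24 h and 3 from untreated cells kept with PBS for the same time. The authors deposited log2 values per probe set, 1 column per array. The submitters' processing notes name RMA and Transcriptome Analysis Console 4.0.1.36, while the paper's methods name SST-RMA and another version of the console, and which of them made the values is not settled. The 6 columns do not share 1 distribution. The values were used as deposited, with no further normalization in the reported results. Groups and replicate numbers were taken from the sample labels and the paper.

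The 2903 control probe sets were left out, and the other 21448 were tested. Symbols were taken from the array annotation, and the gene table of the reference gave genomic lengths only, so no positions are given and GC content was not used here. Where a gene had several probe sets, the one with the highest mean over all 6 arrays was read. P-bi-TAT was compared with untreated cells with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over the gene probe sets and calls at an adjusted p under 0.05. The methods add a limit of 1.5-fold, and the supplements use 1.5-fold with an unadjusted p under 0.05, and both sets of limits were counted. Of 57 gene lists, among them the paper's own and markers of other cell types, 53 were tested with camera at its preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists, and again with an estimated correlation and with fry. Mitochondrially encoded mRNAs and the biogenic amine list of Table 2 had too few measured genes, and the energy metabolism signature and its part in Fig. 4B were compared with PC-GBM directly.

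Folds in U87MG were compared with the paper's PC-GBM folds in Table S3, of which the first 1999 of 3586 lines are held here. Its folds are signed linear folds, although the legends of the figures speak of a log scale. Correlations across genes carry permutation p-values from 100000 pairings. The numbers of genes with the PC-GBM direction were set beside 10000 random lists matched on mean expression in 20 bins, and for the signature also on mean expression in 10 bins and genomic length in 5. Survival genes were matched to Table S2 by probe set, and 664 of 737 genes that changed in the same direction in PC-GBM and SUIT2 were measured. The members of the 16 pathways of Table 3 come from genes the paper lists as affected.

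Genes were named by a rule. The rule took the 12 highest and 12 lowest log2 differences among genes past the adjusted threshold with groups that do not overlap, filled to 10 in each direction by the moderated statistic among genes at 1.5-fold and an unadjusted p under 0.05 where fewer than 6 passed, the genes of Fig. 1 to Fig. 4 and of section 2.1 of the paper, and up to 4 members of each list. Values in the paper's tables and figures had been seen by then. The comparisons, lists, rule and most alternatives were fixed before the data were examined. A gene is called not above the negative control probe sets in a group where its mean is not above the mean of that group's negative control medians (3.81 untreated, 3.23 after P-bi-TAT), a comparison added after the data were seen, and some genes at that level are left unnamed. The other exceptions are the settings that leave out P-bi-TAT replicate 1 together with quantile normalization or removal of the intensity trend, which were added afterwards.

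The alternatives left out each array in turn, used the replicate number as a block, applied quantile normalization or median centring, removed the intensity trend of each array or the trend of the log2 difference with gene length, left out the dimmest 33.3% of probe sets, used eBayes with a trend or robustly, estimated array weights, used the one-way test that the methods name (for 2 groups the same as a test of their means with equal variances), averaged a gene's probe sets, and varied the correlation and the test of the lists. The fit was tested on simulated data with 200 changed probe sets. With all 6 arrays an adjusted p under 0.05 recovered 0% of those changed by a log2 difference of 1, 30% at 3, 80% at 5 and 82% at 7, and without P-bi-TAT replicate 1 it recovered 0%, 42%, 80% and 94%.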

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

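This part gives signals in gene lists outside those the paper discusses, and then explanations tested for the energy metabolism genes. Of the tests weighed here, those of a trend with expression level, of a trend with gene length, of labelling or hybridization, and of the median over all probe sets were chosen only after the result was seen.

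Metallothioneins, which bind zinc and copper, were higher relative to other genes after P-bi-TAT. All 8 measured members were above 0, with a median log2 difference of 1.06 and camera adjusted p = 3.3e-09, and adjusted p = 0.933 with an estimated correlation. MT1X had a log2 difference of 1.38 (standard error 0.42) and MT2A one of 1.05 (standard error 0.38), each with every P-bi-TAT array above every untreated array. When P-bi-TAT replicate 1 was left out, the median was 2.04, and 8 of the 8 genes passed adjusted over the list alone, against 0 with all 6 arrays. NRF2 targets, genes of the response to oxidative stress, had 13 of 19 members above 0, a median of 0.52 and camera adjusted p = 2.9e-06 (adjusted p = 0.959 with an estimated correlation), among them HMOX1 at 2.27 (standard error 1.22) and AKR1C1 at 1.37 (standard error 0.74). Proteasome genes had 22 of 28 members above 0, a median of 0.37 and camera adjusted p = 8.4e-11 (adjusted p = 0.959 with an estimated correlation), among them PSMC3 at 1.49 (standard error 0.55) and PSMB7 at 1.23 (standard error 0.47). Glycolysis genes had 13 of 18 members above 0, a median of 0.28 and camera adjusted p = 9.5e-07 (adjusted p = 0.933 with an estimated correlation), among them ALDOA at 2.30 (standard error 0.62) and PKM at 1.16 (standard error 0.75). Hypoxia targets had 12 of 23 members above 0, a median of 0.04 and camera adjusted p = 7.0e-04 (adjusted p = 0.959 with an estimated correlation), with PGK1 at 0.99 (standard error 0.84) and ERO1A at 13.23 in untreated cells and 11.83 after P-bi-TAT, while ANKRD37 was at 5.63 after P-bi-TAT and not above the negative control probe sets in untreated cells. In the same order, these 4 lists had medians of 1.18, 1.18, 0.64 and 0.74 without P-bi-TAT replicate 1, and 7, 12, 5 and 5 of their genes were then higher adjusted over the list alone, against 0 with all 6 arrays. Their medians were -0.02, 0.11, 0.06 and -0.47 without P-bi-TAT replicate 2 and 0.18, 0.08, 0.06 and -0.43 without P-bi-TAT replicate 3, that of hypoxia targets was -0.08 without untreated replicate 1, and that of metallothioneins was 0.58 and 0.59 without P-bi-TAT replicates 2 and 3 in turn. These 5 lists passed camera in each leave-one-out fit. Without P-bi-TAT replicate 1 the log2 difference correlated with expression level (r = 0.431 across genes), and with the intensity trend removed as well the medians of the 4 lists were 0.87, 0.78, 0.28 and 0.58 and that of metallothioneins was 1.59, with camera adjusted p between 2.8e-07 and 0.0161.

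Of the 53 lists, 13 were higher and 2 lower relative to other genes with camera, and 0 with an estimated correlation. By fry, which tests a list against no change, 0 passed. Without P-bi-TAT replicate 1, 22 were higher and 4 lower relative to other genes with camera and 0 with an estimated correlation, and by fry 11 passed as higher and 2 as lower. In this fit the treated arrays are replicates 2 and 3, which correlated at 0.987, so these calls may be too many. With quantile normalization as well fry passed 3 as higher and 0 as lower, and with the intensity trend removed as well 7 and 1. The 10 ways to part the 6 arrays into 3 and 3 are too few for a share under 0.05. The real one gave 15 lists and the highest of the others 25, and 4 of the 10 gave as many. For genes at 1.5-fold and an unadjusted p under 0.05, the real one gave 914 and the highest of the others 1804, 4 of the 10 giving as many, and for genes at an adjusted p under 0.05 all 10 gave 0. The split with 1804 genes sets P-bi-TAT replicate 1 with untreated replicates 1 and 2 against the other arrays.

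The energy metabolism genes were low in P-bi-TAT replicate 1, and 880 of the 914 genes at an unadjusted p under 0.05 were lower with all 6 arrays. In the other P-bi-TAT arrays the lowest median log2 difference of the signature genes was 0.97, and the median over all gene probe sets was -0.0494 without replicate 1, so that array alone may account for the lower energy genes and for the excess of lower genes. Without replicate 1 the share of the energy genes below 0 was 7.69%, below the upper end of the 95% range of random lists, 46.2%. A lower level as a response to P-bi-TAT had been predicted to put the share above that end. The share leaves out the only P-bi-TAT array where most of these genes were low. In the other P-bi-TAT arrays the spike-in probe sets differed from the untreated arrays as well. So the share does not decide whether P-bi-TAT lowers these genes. What set replicate 1 apart was not tested.

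The energy metabolism genes were higher in P-bi-TAT replicates 2 and 3, with a median log2 difference of 1.03 over the signature. That median lay above the 95% range of random lists matched on expression level, which ended at 0.81. For lists matched on level and gene length the range ended at 0.87. The random lists drew genes independently, while the signature genes encode parts of the same complexes and may vary together. Levels were matched over all 6 arrays, replicate 1 included. The ranges may thus be too narrow, and a trend with level or length as the whole cause is not decided. Labelling or hybridization that differed between the groups cannot be told apart from a response to P-bi-TAT, since the spike-in probe sets differed between the groups as well (median log2 difference -1.83 in replicates 2 and 3) and each group was measured on its own arrays. A response of these genes to P-bi-TAT in replicates 2 and 3 stays open and untested.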

How the results depend on the processing

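The settings that leave out P-bi-TAT replicate 1 and also change the scaling were chosen after seeing the data. The numbers of genes past the threshold depended on P-bi-TAT replicate 1 and on the scaling between arrays, and the cause was not tested apart from the tests given with that array. Genes at an adjusted p under 0.05, with or without 1.5-fold, were 0 in each leave-one-out fit and 0 with all arrays, 7 with array weights (ANKRD37, POLR2J3, RPL35, GCNT3, ALDOA, RPS21 and HMOX1) and 1 with the one-way test of the methods (C5AR2, adjusted p = 0.0314, not above the negative controls after P-bi-TAT), where POLR2J3 and C5AR2 are named after their values were seen. Genes at 1.5-fold and an unadjusted p under 0.05 were 34 higher and 880 lower, and ranged over the leave-one-out fits from 7 to 1638 higher and from 568 to 939 lower, the highest without P-bi-TAT replicate 1. They were 675 and 552 with quantile normalization, 381 and 220 with median centring, 756 higher with the intensity trend removed, 12 and 276 without the dimmest probe sets, 57 higher with an eBayes trend, and 1928 and 1694 with array weights. Without P-bi-TAT replicate 1 they were 992 higher with quantile normalization and 1154 with the trend removed. With the replicate number as a block the lists were 11 higher and 1 lower. Deviations of arrays with the same number correlated at 0.304, 0.036 and 0.333. For replicates 1 and 3 this was the highest value with any P-bi-TAT array, while for replicate 2 another array reached 0.114. Whether the numbers pair the samples is thus not decided. The lists ranged from 9 to 22 higher and from 0 to 4 lower over the leave-one-out fits, were 21 higher with array weights, and were 1 lower with quantile normalization, the intensity trend removed or gene length with the block, 0 lower with median centring or without the dimmest probe sets, and 0 in both directions with an estimated correlation or fry. Signature genes with the PC-GBM direction ranged from 5 to 18 over the leave-one-out fits and were 4 with median centring. Over the genes of Fig. 4B, r ranged from -0.749 to 0.152 over the leave-one-out fits, was -0.445 with quantile normalization, -0.485 with the trend removed and -0.115 with array weights, 0.0172 and 0.0135 without P-bi-TAT replicate 1 and with quantile normalization or the trend removed, and had a median of 0.882 over draws that kept only genes with the same direction. Over the signature, r ranged from -0.772 to -0.282, and was -0.314 and -0.321 in those last 2 settings. The size ratio ranged from 0.359 to 1.04, was 1.05 with array weights, and was 0.730 and 0.741 in the same last 2 settings. Genes with the PC-GBM and SUIT2 direction ranged from 107 to 388, and were 353 with array weights and 345 and 349 in the settings without P-bi-TAT replicate 1. In all, 203 values of the leading results were counted as kept under an alternative, where correlations were judged by sign and threshold, not by size. Another 49 moved, 8 no longer passed and 4 changed sign. Among these 4 is the median over draws, whose sign is set by the selection and not by the processing. Of the values for called lists 240 still passed and 44 did not. Of the named genes 4759 values stayed within the spread and 258 moved, all of these in settings that changed the scaling. That spread includes the array left out, so leaving out 1 array could not move a gene. In each such fit 0 of 267 moved. The replicate block, the eBayes settings and leaving out the dimmest probe sets do not change a gene's log2 difference. The 4759 thus do not show that the named genes hold without an array. Signal over background limits the dim genes. The area under the curve of positive against negative controls was 0.922 in P-bi-TAT replicate 1 and 0.945 to 0.977 in the other arrays.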

Differences from the paper's values

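The alternatives named here were set before the data were examined, unless a sentence says otherwise. Over the genes of Fig. 4B the paper's r between U87MG and PC-GBM is 0.953, and the value here is -0.565, from 13 of the 17 genes. It differs under each alternative that left out an array, changed the scaling, the fit, the gene summary, the fold scale or the correlation, and also where folds printed in the figures were added (-0.546, 15 genes). An r was taken to differ if its sign differed or if it lay over 0.527 away. That is the SD of r over the 9 pairs of a P-bi-TAT and an untreated array. Where U87MG folds were shuffled among the signature genes and only those with the PC-GBM direction kept, the draws had a median of 0.882. Such draws hold no match of genes between the cells, and the selection alone makes r high. Their nearness to 0.953 is thus not a result of the U87MG arrays. Over the unshuffled genes with the PC-GBM direction, r was -0.296 with all 6 arrays (6 genes, each lower in both cells), 0.902 without P-bi-TAT replicate 1 (6 genes) and 0.982 with quantile normalization (4 genes).

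Of the 15 folds of Fig. 4B that could be compared, read by eye, 10 differ with all 6 arrays, where a fold was taken to differ if its sign differed or if the log2 values differed by more than 1 SD of the gene's replicates. Of these 10, only NDUFA8 differs by more than 1 SD. The others differ by sign alone and lie within 1 SD, so the spread does not set them apart from the paper's folds. The paper's fold of ATP5F1 (ATP5PB) is about 1.1 in Fig. 4B, read by eye, and the value here is -1.34, and they do not differ without P-bi-TAT replicate 1, with quantile normalization, with median centring or with array weights. For NDUFB5 the paper's fold is about 1.1 in Fig. 4B and the value here is -1.54, with no difference without P-bi-TAT replicate 1 or with array weights. For NDUFS4 the paper's fold is about 1.6 in Fig. 4B and the value here is -1.47, with no difference without P-bi-TAT replicate 1, with the intensity trend removed or with array weights. For NDUFA8 the paper's fold is about -1.3 in Fig. 4B and the value here is -2.70, with no difference with quantile normalization, median centring or the intensity trend removed. For NDUFA6 the paper's fold is about -1.3 and for NDUFS7 and NDUFB8 about -1.1 in Fig. 4B, and the values here are 1.33, 1.23 and 1.33, with no difference only without P-bi-TAT replicate 2. For NDUFV3 the paper's fold is about -1.3 and for NDUFB11 about -1.1 in Fig. 4B, and the values here are 1.29 and 1.25, with no difference without P-bi-TAT replicate 2 or without P-bi-TAT replicate 3. For NDUFB2 the paper's fold is about -1.3 in Fig. 4B and the value here is 1.12, with no difference without untreated replicate 2, untreated replicate 3 or P-bi-TAT replicate 2. Each of these folds differs under the other alternatives set beforehand. By this rule the values of ATP5G1, NDUFAF3, NDUFV2 and NDUFA2 do not differ with all 6 arrays. NDUFA5 is drawn as unchanged, which has no sign, and its value here is -2.46, within 1 SD because its replicates spread widely. The number of folds that differ was 4 of 15 without P-bi-TAT replicate 2, 9 without untreated replicate 2, without untreated replicate 3, with quantile normalization or with the trend removed, 12 without untreated replicate 1, and 10 under the other alternatives.

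The paper states that energy metabolism genes change in concordant patterns in U87MG and PC-GBM. It shows this for the 17 genes of Fig. 4B, and its abstract speaks of subsets of such genes, so the whole signature is a wider set. Here 7 of the 26 measured signature genes and 5 of the 15 measured genes of Fig. 4B had the PC-GBM direction with all 6 arrays, and 18 and 11 without P-bi-TAT replicate 2. Of the starred genes of Fig. 4B, NDUFS4 is drawn as higher in U87MG, and its log2 difference here was -0.55 with all 6 arrays and 1.03 without P-bi-TAT replicate 1. The paper proposes that changes are smaller in established lines than in PC-GBM. The ratio of the size of change over the signature to the paper's PC-GBM folds was 0.431 here with all 6 arrays, 0.789 with quantile normalization and 1.04 without P-bi-TAT replicate 1. With all 6 arrays that replicate offset the other P-bi-TAT arrays in the mean. The genes were also chosen for their change in PC-GBM, so the ratio does not decide the proposal. Without that array it was 0.730 with quantile normalization and 0.741 with the intensity trend removed, settings chosen after seeing the data. A supplement states that the VEGFA-VEGFR2 pathway is the most affected one in U87 cells too. Among the 16 pathways of Table 3 it ranked 9 here by fry's test for change in either direction (adjusted p = 0.700, over 86 members), with a range of 6 to 13 over the alternatives that left out an array, and its adjusted p was 0.0119 without P-bi-TAT replicate 1, where it ranked 6. By camera at its preset correlation, which compares a pathway with other genes, it ranked 1 of the 16 pathways by p without that array (higher, adjusted p = 0.00281). With all 6 arrays its camera adjusted p was 0.842. The ranks here are only among pathways shared by PC-GBM and SUIT2, over members the paper lists as affected there. The genes and pathways behind the supplement's rank are not held, so these ranks are not the same measure. Olfactory receptor activity ranked 1 with all 6 arrays (adjusted p = 0.114) and in each leave-one-out fit except the one without P-bi-TAT replicate 1, where it ranked 9 (adjusted p = 0.0233). Its adjusted p was 0.0350 without untreated replicate 2 and 0.00804 without untreated replicate 3, and it ranked 3 with quantile normalization, 6 with median centring and 4 with the intensity trend removed. Its genes are dim, and 7 of its 47 members remained when the dimmest 33.3% of probe sets were left out (adjusted p = 0.698).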

Other observations

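Among the genes with the largest moderated statistics, none of which passed an adjusted p under 0.05 from limma, GCNT3, an enzyme that branches mucin-type sugar chains, had a log2 difference of 2.39 (standard error 0.48), RPS21, a protein of the small ribosomal subunit, one of 2.16 (standard error 0.57), FAH, the last enzyme of tyrosine breakdown, one of 1.77 (standard error 0.54), and APOL2, an apolipoprotein L, one of 1.77 (standard error 0.54). SQSTM1, a receptor of selective autophagy, had 1.86 (standard error 0.65). Of the lower genes, COL20A1, a collagen chain, had -2.50 (standard error 0.45), MYEOV -2.41 (standard error 0.48), DRC4, a protein of the ciliary axoneme, -2.03 (standard error 0.37), ALDH1L2, a mitochondrial folate enzyme, -2.22 (standard error 0.45), SLC39A5, a zinc transporter, -2.02 (standard error 0.40) and DHX58, a regulator of antiviral RNA sensing, -1.91 (standard error 0.39). Each of these 11 genes had groups that do not overlap, and each kept its sign with quantile normalization. The rule that ranked genes by this statistic took only such genes, so the lack of overlap is no further result. Over all genes 2700 (15.3%) had such groups. Chance gives 10% if the arrays can be exchanged, which the low P-bi-TAT replicate 1 and the lower background after P-bi-TAT go against. COL20A1 and DHX58 were at 3.70 and 3.36 after P-bi-TAT, against 3.23 for the negative control probe sets. Cytoplasmic ribosomal protein genes were higher relative to other genes, with 35 of 46 above 0 and a median of 0.28 (camera adjusted p = 3.0e-16, and adjusted p = 0.933 with an estimated correlation), and mitochondrial ribosomal protein genes had 33 of 75 above 0, a median of -0.10 and camera adjusted p = 3.6e-04 (adjusted p = 0.959 with an estimated correlation). Their medians were 0.77 and 0.78 without P-bi-TAT replicate 1 and 0.09 and -0.57 without P-bi-TAT replicate 2, and the mitochondrial ones did not pass without P-bi-TAT replicate 2 (adjusted p = 0.436) and had a median of 0.48 with quantile normalization. Without P-bi-TAT replicate 1 and with the intensity trend removed, the medians of both were 0.30 and 0.45. The ribosomal genes of Table 2 had a median of 0.34 (28 measured, camera adjusted p = 2.3e-12, and adjusted p = 0.933 with an estimated correlation). Lysosome and autophagy genes had a median of -0.16 (22 measured, camera adjusted p = 0.0393, and adjusted p = 0.959 with an estimated correlation), of 0.40 with quantile normalization, and did not pass without untreated replicate 2 (0.112), untreated replicate 3 (0.103), P-bi-TAT replicate 2 (0.529) or P-bi-TAT replicate 3 (0.150), or with median centring (0.108), and their median was 0.70 without P-bi-TAT replicate 1, or 0.31 with the intensity trend removed as well, when they did not pass (0.0796). Replication-dependent histone genes, some of which a supplement lists as lowered after P-bi-TAT, had 23 of 40 members above 0, a median of 0.09 and camera adjusted p = 2.0e-07 (adjusted p = 0.959 with an estimated correlation), and a median of 0.74 without P-bi-TAT replicate 1, 0.38 without untreated replicate 1, -0.22 without P-bi-TAT replicate 2, -0.00 without P-bi-TAT replicate 3, -0.03 without untreated replicate 2 and -0.10 without untreated replicate 3, 0.46 without P-bi-TAT replicate 1 and with the intensity trend removed, with H2AC14 at 1.14 (standard error 0.57).

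Genes of the thyroid hormone response were lower relative to other genes, with 13 of 13 below 0, a median log2 difference of -0.70 and camera adjusted p = 0.0202 (adjusted p = 0.959 with an estimated correlation), and -0.58 without P-bi-TAT replicate 1. SLC16A10, a transporter of thyroid hormone, had -1.23 (standard error 0.50) and PPARGC1A, a coactivator of mitochondrial genes, -0.96 (standard error 0.47). Of the 13 genes, 6 were not above the negative control probe sets in untreated cells or after P-bi-TAT, and the negative controls were lower in each P-bi-TAT array (mean log2 difference -0.59), so part of these differences is not set apart from the background. They did not pass with quantile normalization (camera adjusted p = 0.164), median centring (0.108) or the intensity trend removed (0.0829), nor without untreated replicate 1 (0.237), P-bi-TAT replicate 2 (0.351) or P-bi-TAT replicate 3 (0.0842). Integrins, which include the subunits that bind thyroid hormone analogues, did not pass (17 measured, 16 below 0, median -0.72, camera adjusted p = 0.317), with ITGB3 at -0.75 (standard error 0.51) and 7 of the 17 not above the negative control probe sets in untreated cells or after P-bi-TAT. Angiogenic ligands and receptors did not pass (25 measured, median -0.41, camera adjusted p = 0.399), with CXCL8 at 1.26 (standard error 0.70), nor did the cancer drivers that the paper names (8 measured, median -0.55, camera adjusted p = 0.636), with EGFR at -0.78 (standard error 1.09) and 0.40 without P-bi-TAT replicate 1. Cholesterol synthesis genes (20 measured, median -0.52, camera adjusted p = 0.946) included SQLE at -2.52 (standard error 0.84), and interferon-stimulated genes (32 measured, median -0.47, camera adjusted p = 0.636) included HERC6 at -1.37 (standard error 0.44). With quantile normalization the medians of the integrin, angiogenic, driver, cholesterol and interferon lists were -0.21, 0.20, -0.10, 0.03 and -0.02, and without P-bi-TAT replicate 1 they were -0.31, 0.39, 0.36, 0.25 and 0.00, or -0.13, 0.14, 0.03, -0.08 and 0.08 with the intensity trend removed as well. With all 6 arrays 0 genes of each list of this paragraph passed adjusted over the list alone, and without P-bi-TAT replicate 1 there were 2 higher genes in the angiogenic list, EPAS1 and CCN2, named after their values were seen.

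Of the markers of other cell types, those of erythroid cells were lower relative to other genes (5 measured, median log2 difference -0.99, camera adjusted p = 0.0111, and adjusted p = 0.933 with an estimated correlation) and those of neurons higher (8 measured, median 0.01, camera adjusted p = 0.0329, and adjusted p = 0.959 with an estimated correlation). The erythroid markers did not pass without untreated replicate 1 (0.0596) or P-bi-TAT replicate 3 (0.0842), or with median centring (0.0620), nor the neuronal ones without P-bi-TAT replicate 1 (0.113), untreated replicate 3 (0.145) or P-bi-TAT replicate 3 (0.0842), or with quantile normalization (0.0872), median centring (0.0620) or the intensity trend removed (0.0642). Their median levels were 3.34 and 4.10, and 3 of the 5 erythroid and 4 of the 8 neuronal genes were not above the negative control probe sets in untreated cells or after P-bi-TAT, so no expression of these markers is read from them. The markers of epithelial, immune and endothelial cells, oligodendrocytes and fibroblasts did not pass, with medians of -0.84, -0.57, -0.51, -0.15 and -0.58 and median levels at 32.2%, 26.0%, 35.7%, 41.7% and 47.7% of the gene probe sets. Those of epithelial cells passed as lower without P-bi-TAT replicate 1 (camera adjusted p = 0.0382, and adjusted p = 0.330 with an estimated correlation), but not with the intensity trend removed as well (0.199). With quantile normalization the medians were, in the same order, -0.26, -0.02, -0.14, 0.15 and -0.25. Of 664 measured genes that changed in the same direction in PC-GBM and SUIT2, 160 had that direction in U87MG, where matched random lists gave a median of 249 with a range of 228 to 270. Leaving out P-bi-TAT replicate 1, 388 had it (random lists, median 383, range 359 to 406), without untreated replicate 3, 288, and without untreated replicate 1, 107.

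Keeping only genes with the same direction could by itself give a high correlation over the genes of Fig. 4B. With the U87MG folds shuffled among the 22 signature genes and only genes with the PC-GBM direction kept, r had a median of 0.882 and an upper end of the 95% range of 0.966 over 10000 draws, and the paper's value of 0.953 lies below that end. In the values here, 6 of the 22 genes had that direction and their r was -0.296, and it was 0.902 over 6 genes without P-bi-TAT replicate 1 and 0.982 over 4 genes with quantile normalization of all 6 arrays. Each of the genes behind the -0.296 was lower in both cells, while 9729 of 10000 draws kept genes of both directions. So -0.296 and 0.882 are not alike. The draws had medians of 0.918 without P-bi-TAT replicate 1 and 0.943 with quantile normalization.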
